# Iron-overloaded follicular fluid increases the risk of endometriosis-related infertility by triggering granulosa cell ferroptosis and oocyte dysmaturity

**DOI:** 10.1038/s41419-022-05037-8

**Published:** 2022-07-04

**Authors:** Zhexin Ni, Yangshuo Li, Di Song, Jie Ding, Shanshan Mei, Shuai Sun, Wen Cheng, Jin Yu, Ling Zhou, Yanping Kuang, Mingqing Li, Zailong Cai, Chaoqin Yu

**Keywords:** Cell death, Infertility

## Abstract

Endometriosis (EMs) occurs in approximately 50% of women with infertility. The main causes of EMs-related infertility are follicle dysplasia and reduced oocyte quality. Iron overload occurs in ovarian follicular fluid (FF) of patients with EMs, and this condition is associated with oocyte maturation disorder. However, the underlying molecular mechanism remains largely unknown. In the present study, we identified the mechanism underlying ferroptosis in ovarian granulosa cells and oocyte maturation failure in EMs based on a retrospective review of in vitro fertilization/intracytoplasmic sperm injection-frozen embryo transfer outcomes in infertile patients with EMs. Mouse granulosa cells were treated with EMs-related infertile patients' follicular fluid (EMFF) in vitro. Western blot analysis, quantitative polymerase chain reaction, fluorescence staining, and transmission electron microscopy were used to assess granulosa cells ferroptosis. The effects of exosomes were examined by nanoparticle tracking analysis, RNA-seq, and Western blot analysis. Finally, the therapeutic values of vitamin E and iron chelator (deferoxamine mesylate) in vivo were evaluated in an EMs-related infertility model. Patients with ovarian EMs experienced poorer oocyte fertility than patients with non-ovarian EMs. We observed that EMFF with iron overload-induced granulosa cell ferroptosis in vitro and in vivo. Mechanically, nuclear receptor coactivator four-dependent ferritinophagy was involved in this process. Notably, granulosa cells undergoing ferroptosis further suppressed oocyte maturation by releasing exosomes from granulosa cells. In therapeutic studies, vitamin E and iron chelators effectively alleviated EMs-related infertility models. Our study indicates a novel mechanism through which EMFF with iron overload induces ferroptosis of granulosa cells and oocyte dysmaturity in EMs-related infertility, providing a potential therapeutic strategy for EMs-related infertility.

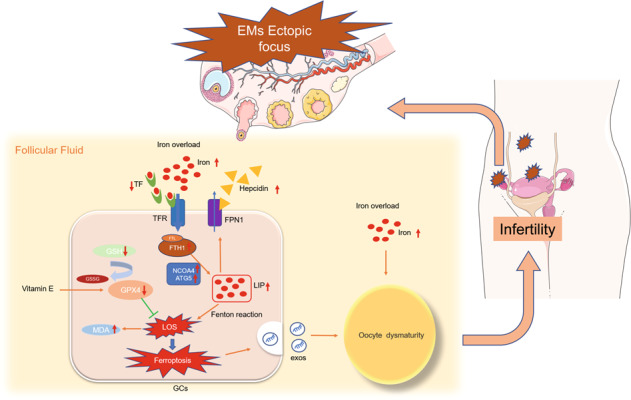

## Introduction

Infertility is a widespread global concern, and this condition is mainly caused by spousal factors, ovulatory dysfunction, and tubal disorders [1]. However, approximately half of infertile patients are diagnosed with endometriosis (EMs) [2]. Therefore, EMs-related infertility cannot be ignored. The mechanical disruption caused by pelvic adhesions and ovarian ectopic cysts in women with advanced EMs affects oocyte release, occludes fallopian tubes, and impairs the implantation environment of zygotes, which are major causes of female infertility [3, 4]. However, the mechanisms through which EMs leads to infertility in the absence of mechanical injury in patients with early or intermediate EMs have not been fully elucidated.

EMs is an estrogen-dependent disease that primarily affects pelvic tissues, including ovaries and fallopian tubes [5]. Iron overload caused by retrograde menstruation and periodic hemorrhage from ectopic lesions in the peritoneal fluid is an important factor in promoting the inflammatory microenvironment and adhesion formation in EMs [6, 7]. Iron overload in ovarian follicular fluid (FF) of patients with EMs impairs oocyte maturational development, but the exact mechanism has not been determined [8]. Oocytes affected by EMs show altered morphology, reduced cytoplasmic mitochondrial content, and reduced number of maturation [9]. Furthermore, granulosa cells in follicles are essential for the oocyte maturation process, and oocyte quality depends on interactions with surrounding granulosa cells [10]. Alterations of granulosa cells in EMs include decreased P450 aromatase expression and increased intracellular reactive oxygen species (ROS) levels [9]. However, the potential mechanisms underlying the interaction of iron-overloaded FF in EMs with granulosa cells and oocytes have not been determined.

Ferroptosis is a newly discovered non-apoptotic regulated cell death characterized by iron-dependent and lipid peroxidative accumulation [11]. Although ferroptosis has been implicated in the pathogenesis of some diseases, such as cancer, ischemic organ damage, neurodegeneration, and pulmonary fibrosis [12], limited mechanistic studies have focused on ferroptosis in EMs-related infertility. Ferroptosis showed a bidirectional role in the progression of EMs. Ectopic endometrial stromal cells (EESCs) suppress ferroptosis and promote the proliferation and migration by regulating the expression of related proteins and long non-coding RNA [13, 14]. Meanwhile, the occurrence of ferroptosis by local EESCs in contact with cyst fluid promotes angiogenesis in EMs [15]. However, the mechanisms of ferroptosis in granulosa cells and oocytes in EMs have not been fully determined.

In the present study, we aimed to explore the potential mechanism of granulosa cell ferroptosis in the FF of patients with EMs and its pathogenic effect on oocytes, and potential intervention strategies in vitro and in vivo.

## Results

### Ovarian endometriosis affects oocyte function

To investigate the effect of EMs on in vitro fertilization/intracytoplasmic sperm injection-frozen embryo transfer (IVF/ICSI-FET) outcomes and determine whether ovarian endometriosis (OE) is a major factor affecting IVF/ICSI-FET outcomes in EMs, we retrospectively analyzed 1712 infertile patients, including 385 in the OE group, 323 in the pelvic EMs (non-OE) group, and 1004 in the control group. Based on the baseline data sheet, higher estradiol (E_2_) levels and reduced number of antral follicles were observed in EMs patients compared with the controls; the number of antral follicles decreased in the OE group compared with the non-OE group (Table 1A). Furthermore, the number of punctured follicles, high-quality embryos, and cleavages were significantly smaller in the OE group than in the non-OE group (*P* < 0.05; *P* < 0.001; *P* = 0.05), except for poorer embryo transfer metrics in the EMs patients compared with the controls (Table 1B). Therefore, oocyte quality in the OE group was worse than that in the non-OE and control groups. However, no remarkable difference was observed in clinical pregnancy rates between the OE and non-OE groups (Table 1C), indicating that the effects of EMs on IVF/ICSI-FET outcomes are multifactorial and should be considered in addition to oocyte quality. Therefore, OE may contribute to the development of infertility directly by affecting oocyte function compared with non-OE.

**Table 1:** A Characteristics of baseline data, B oocyte retrieval cycle and embryo transfer index, and C neonatal outcomes.

	CON	EMs	P1	OE	Non-OE	P2
A						
Number of people	1004	708	/	385	323	/
Maternal age (years)	29.6 ± 3.5	33.4 ± 4.4	<0.001	32.7 ± 4.1	34.2 ± 4.6	<0.001
BMI (kg/m^2^)	21.0 ± 1.5	21.0 ± 3.0	ns	21.0 ± 3.0	21.1 ± 3.1	ns
Paternal age (years)	31.6 ± 4.6	35.0 ± 5.2	<0.001	34.2 ± 4.8	36.1 ± 5.4	<0.001
Infertility duration (years)	2.82 ± 2.2	3.32 ± 2.8	0.001	2.97 ± 2.4	3.73 ± 3.2	<0.001
Parity			<0.001			ns
0	997 (99.3)	664 (93.8)	/	357 (92.7)	307 (95.0)	/
>0	7 (0.7)	44 (6.2)	/	28 (7.3)	16 (5.0)	/
FET cycle rank	1.4 ± 0.8	1.8 ± 1.2	<0.001	1.7 ± 1.1	1.9 ± 1.3	0.01
FET endometrial preparation			<0.001			ns
Natural cycle	254 (25.3)	236 (33.3)	/	129 (33.5)	107 (33.1)	/
Artifcial cycle	750 (74.7)	472 (66.7)	/	256 (66.5)	216 (66.9)	/
Endometrial thickness (mm)	11.1 ± 2.3	10.8 ± 2.4	ns	10.9 ± 2.4	10.7 ± 2.3	ns
Endometrial thickness grouping			ns			ns
<8 mm	40 (4.0)	39 (5.5)	/	21 (5.5)	18 (5.6)	/
8~11 mm	516 (51.4)	390 (55.1)	/	204 (53.0)	186 (57.6)	/
>11 mm	448 (44.6)	279 (39.4)	/	160 (41.6)	119 (36.8)	/
Basal FSH (IU/L)	5.53 ± 2.0	7.49 ± 5.7	<0.001	7.46 ± 5.4	7.54 ± 6.0	ns
Basal LH (IU/L)	5.95 ± 6.2	6.17 ± 7.5	ns	6.47 ± 7.6	5.83 ± 7.3	ns
Basal E_2_ (pg/ml)	59.3 ± 61.0	74.6 ± 76.9	<0.001	79.6 ± 80.9	68.6 ± 71.5	ns
Number of antral follicles	10.3 ± 8.1	5.0 ± 5.8	<0.001	4.5 ± 5.4	5.5 ± 6.2	0.016

B						
Number of people	1004	708	/	385	323	/
Total number of follicles	5.5 ± 6.6	2.9 ± 4.2	<0.001	2.7 ± 3.6	3.2 ± 4.8	ns
Number of follicles >10 mm	1.5 ± 1.6	1.1 ± 1.2	<0.001	1.0 ± 1.0	1.1 ± 1.4	ns
Number of follicles >10 mm	1.1 ± 1.1	0.8 ± 0.8	<0.001	0.8 ± 0.8	0.9 ± 0.9	ns
Number of follicles punctured	18.9 ± 11.0	11.3 ± 9.2	<0.001	10.6 ± 9.1	12.1 ± 9.2	0.025
Number of retrieved oocytes	13.9 ± 7.9	7.9 ± 5.8	<0.001	7.6 ± 5.5	8.3 ± 6.1	ns
Rate of retrieved oocytes	0.75 ± 0.23	0.71 ± 0.23	0.004	0.71 ± 0.23	0.71 ± 0.23	ns
Total number of mature oocytes	11.5 ± 6.6	6.8 ± 4.6	<0.001	6.49 ± 4.1	7.08 ± 5.1	ns
Fertilization method			<0.001			ns
IVF	34 (3.4)	555 (78.4)	/	308 (80.0)	247 (76.5)	/
ICSI	922 (91.8)	108 (15.3)	/	59 (15.3)	49 (15.2)	/
IVE + ICSI	48 (4.8)	45 (6.4)	/	18 (4.7)	27 (8.4)	/
Total number of effective blastocysts	1.0 ± 1.4	0.6 ± 1.1	<0.001	0.58 ± 1.1	0.65 ± 1.1	ns
Total number of high-quality embryos	4.5 ± 3.2	3.3 ± 2.4	<0.001	2.97 ± 2.1	3.64 ± 2.7	<0.001
Total number of normal fertilized eggs	9.4 ± 5.6	5.9 ± 4.0	<0.001	5.67 ± 3.6	6.21 ± 4.4	ns
Total number of cleavages	9.2 ± 5.5	5.8 ± 3.8	<0.001	5.56 ± 3.5	6.13 ± 4.2	0.05
Number of embryos transferred			<0.001			ns
1	154 (15.3)	157 (22.2)	/	84 (21.8)	73 (22.6)	/
≥2	850 (84.7)	551 (77.8)	/	301 (78.2)	250 (77.4)	/
Embryo developmental stage at transfer			ns			ns
Cleavage stage	881 (87.7)	601 (84.9)	/	327 (84.9)	274 (84.8)	/
Blastocyst stage	123 (12.3)	107 (15.1)	/	58 (15.1)	49 (15.2)	/

C						
Number of people	1004	708	/	385	323	/
Number (rate) of clinical pregnancies	463 (46.1)	248 (35.0)	<0.001	145 (37.7)	103 (31.8)	ns
Delivery mode			ns			ns
Natural birth	141 (30.5)	60 (24.2)	/	36 (24.8)	24 (23.3)	/
Cesarean section	322 (69.5)	188 (75.8)	/	109 (75.2)	79 (76.7)	/
Gestational age (week)	38.1 ± 2.0	38.0 ± 1.9	ns	37.9 ± 1.9	38.3 ± 1.9	ns
Gestational age grouping			ns			ns
Very preterm birth (<32 weeks)	8 (1.7)	6 (2.4)	/	3 (2.1)	3 (2.9)	/
Preterm birth (<37 weeks)	55 (11.9)	33 (13.3)	/	24 (16.6)	9 (8.7)	/
≥37 weeks	400 (86.4)	209 (84.3)	/	118 (81.4)	91 (88.3)	/
Number of newborns			0.021			0.014
Singleton	339 (73.2)	201 (81.0)	/	110 (75.9)	91 (88.3)	/
Twin	124 (26.8)	47 (19.0)	/	35 (24.1)	12 (11.7)	/
Birth weight (g)	3139 ± 607	3140 ± 580	ns	3092 ± 627	3189 ± 576	ns
Birth weight grouping			ns			ns
Very low birth weight (<1500 g)	6 (1.3)	2 (0.8)	/	1 (0.7)	1 (1.0)	/
Low birth weight (<2500 g)	44 (9.5)	28 (11.3)	/	18 (11.7)	10 (9.7)	/
Birth weight (2500–4000 g))	398 (86.0)	208 (83.9)	/	121 (83.4)	87 (84.5)	/
High birth weight (>4000 g)	15 (3.2)	10 (4.0)	/	5 (3.4)	5 (4.9)	/
Birth defect	11 (2.4)	9 (3.6)	ns	7 (4.8)	2 (1.9)	ns
Neonatal diseases	13 (2.8)	6 (2.4)	ns	4 (2.8)	2 (1.9)	ns

P1, EMs group compared with CON group. P2, OE group compared with non-OE group. The data are expressed as mean ± SD, or *n* (%). ns indicates no significant difference between the groups (*P* > 0.05).

For twins, the weight of newborns born should first be counted. P1, EMs group compared with CON group. P2, OE group compared with non-OE group. The data are expressed as mean ± SD, or *n* (%). ns indicates no significant difference between the groups (*P* > 0.05).

### Iron overload in EMFF induces granulosa cell ferroptosis

Iron overload and deficiency of transferrin (TF) have been found in EMs-related infertile patients follicular fluid (EMFF) [8]. To further explore the effects of iron overload with EMFF on human ovarian granulosa cell function, we intervened KGN, a human ovarian granulosa cell line, with EMFF and follicular fluid in the control group (COFF) in vitro. Cell viability measurement experiments showed a significant reduction in the number of viable cells in the EMFF group compared with the COFF group at FF volume concentration of 20% (*P* < 0.001, *P* < 0.01, Fig. S1A, B). Subsequent experiments were performed on KGN cultured for 48 h with a medium containing FF at 20% volume concentration. Further investigation showed that the proliferation and migration activities of KGN were inhibited in the EMFF group (Fig. S1C, D). In addition, transcriptome analysis was performed on the two groups of KGN to evaluate differential gene expression in the EMFF group. A total of 682 mRNAs with significant differences in expression between the two groups were selected (differential fold > 1.5), including 344 upregulated and 338 downregulated mRNAs (Fig. S1E–H).

KEGG enrichment analysis of the differentially expressed mRNAs revealed two pathways, including the ferroptosis and p53 signaling pathway, in addition to the related oocyte maturation pathway (Fig. 1A). To understand the potential effect of the ferroptosis pathway in the EMFF group, Gene Set Enrichment Analysis (GSEA) was performed to assess the expression levels of genes involved in the progression of ferroptosis in the EMFF group (Fig. 1B). Further analysis showed aberrant expression of iron autophagy-related genes, such as elevated expression of ATG5, nuclear receptor coactivator 4 (NCOA4), and ferritin heavy chain 1 (FTH1), and decreased expression of glutathione peroxidase 4 (GPX4) and tumor suppressor protein p53 (TP53, Fig. 1C). After subjecting both groups to treatment by immunofluorescence staining, the levels of ROS and lipid peroxidation increased in EMFF-treated KGN lines compared with those in the COFF group (Fig. 1D, E), and smaller mitochondria, higher membrane density, fewer mitochondrial ridges, and fragmented outer mitochondrial membrane were observed in the EMFF group compared with the COFF group under a transmission electron microscope (TEM, Fig. 1F). Therefore, KGN presents a risk of ferroptosis that impairs cellular functions after iron-overloaded EMFF treatment.

**Fig. 1:**
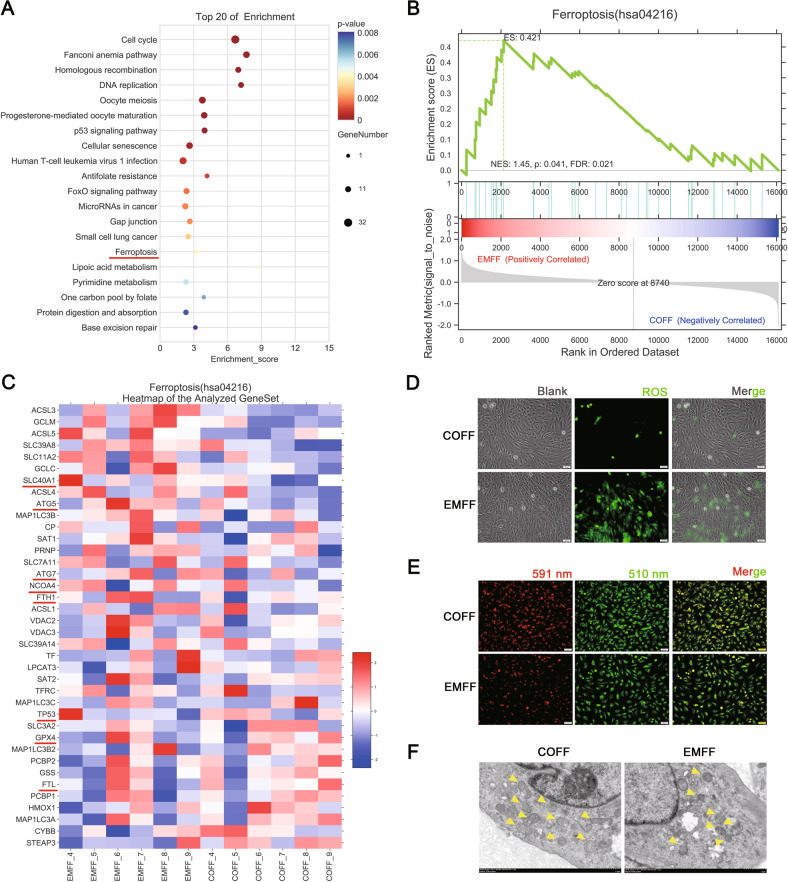
EMFF-induced granulosa cell ferroptosis. **A** KEGG enrichment top 20 bubble plot of KGN after EMFF treatment. The horizontal axis in the plot is the enrichment score. The larger the bubble, the greater the number of differential genes included. The lower the enrichment *P* value is, the higher the degree of significance. **B** GSEA analysis plot. Each line in the middle part of the figure represents one gene in the gene set and its ranked position in the gene list. The bottom part is a matrix of gene-phenotype associations, with red being positively correlated with EMFF and blue being positively correlated with COFF. FDR < 0.25 was set as credible enrichment. **C** Heatmap of transcript differential protein-coding genes (fold change > 2) between EMFF-KGN (*n* = 6) and COFF-KGN (*n* = 6). Red indicates relatively high expression protein-coding genes, and blue indicates relatively low expression protein-coding genes. **D** Representative images of ROS levels of EMFF-KGN and COFF-KGN under fluorescence staining. The green markers represent ROS level. Scale bar = 50 µm. **E** Representative images of C11-BODIPY (581/591) staining in EMFF-KGN and COFF-KGN groups. 591 nm represents the reduction state and 510 nm represents the oxidation state. Scale bar = 50 µm. **F** The mitochondrial morphology of COFF-KGN and EMFF-KGN was observed by TEM. Yellow arrows indicate mitochondrion. Scale bar = 1.0 µm.

### Ferritinophagy is involved in iron-overloaded EMFF-induced ferroptosis in granulosa cells

To further explore the mechanism of ferroptosis in granulosa cells induced by iron-overloaded EMFF, we studied clinical samples and examined the indicators of iron metabolism and ferroptosis in EMFF and granulosa cells from patients with EMs-related infertility. The levels of total iron and hepcidin increased, whereas TF expression decreased in the EMFF group compared with the COFF group (Fig. 2A–C). In addition, the expression of functional genes involved in ferroptosis and iron metabolism was abnormal in granulosa cells from patients with EMs (EMGC, Fig. S2). In particular, compared with granulosa cells in the control group (COGC), the expression of ferritinophagy-related genes that regulate ferroptosis was also abnormal in the EMGC group (Fig. S2). Notably, ferritin light chain (FTL) and FTH1, which constitute ferritin (FN), and NCOA4, ATG5, and ATG7, which mediate iron-selective autophagy (i.e., ferritinophagy), were all highly expressed in the EMFF group, whereas the expression of E3 ubiquitin ligase (HERC2) ubiquitinated NCOA4 by ubiquitin-proteasome system decreased (Fig. S2A–F). Furthermore, the expression levels of ferritinophagy proteins FTH1, NCOA4, and ATG5 in the EMGC group were significantly higher than those in the COGC group (Fig. 2E–H, *P* < 0.01, *P* < 0.001, *P* < 0.01). Although no significant difference was observed in the total iron levels between EMGC and COGC groups (*P* > 0.05), the contents of ferroptosis regulatory inhibitors, namely, glutathione and GPX4, decreased significantly, and the level of malondialdehyde (MDA), a metabolite of lipid peroxidation products, increased significantly in EMGC group (*P* < 0.05, *P* < 0.01, *P* < 0.05, Fig. 2I–L). Therefore, the ferritinophagy pathway may be a major factor that promotes the ferroptosis process of granulosa cells.

**Fig. 2:**
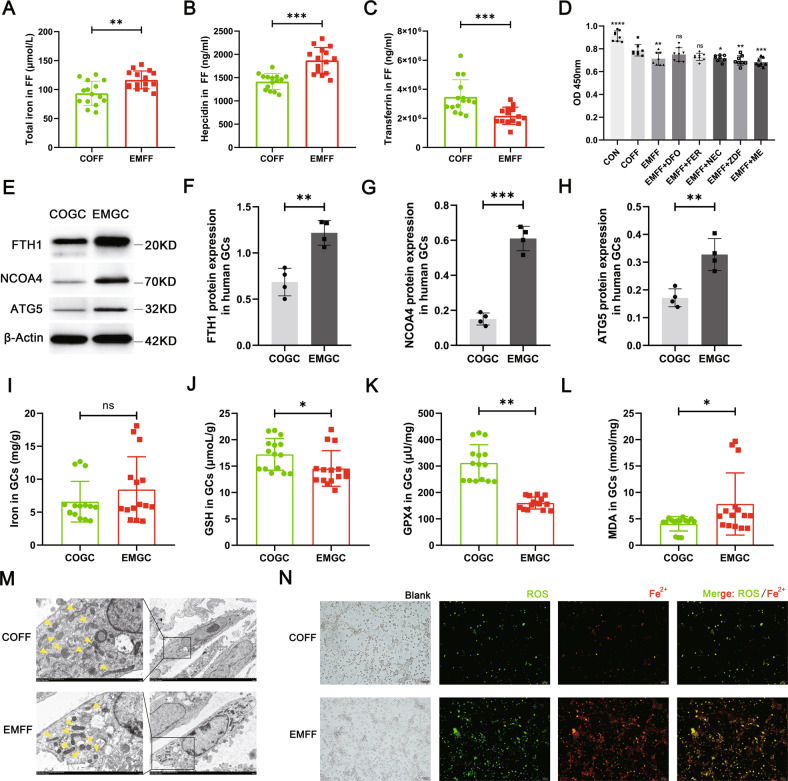
Iron-overloaded EMFF induced ferritinophagy-dependent ferroptosis in granulosa cells. **A**–**C** Levels of total iron, hepcidin, and transferrin in EMFF (*n* = 15) and COFF (*n* = 15). Data are expressed as means ± SD and analyzed by Student’s *t* test. **D** Results of mouse granulosa cells proliferation under different intervention conditions (each group in the figure is compared with COFF group). DFO, iron chelators; FER, ferroptosis inhibitor; NEC, necrosis inhibitor; ZDF, apoptosis inhibitor; ME, autophagy inhibitor. Data are expressed as means ± SD and analyzed by one-way ANOVA. **E**–**H** Comparison of ferritinophagy-related proteins FTH1, NCOA4, and ATG5 between human granulosa cells of infertile patients with EMs (EMGC) and of control group (COGC). The expression of β-actin was used as an internal control. Data are expressed as means ± SD and analyzed by Student’s *t* test. **I**–**L** Detection of ferroptosis-related indicators iron, GSH, GPX4, and MDA in COGC and EMGC. Data are expressed as means ± SD and analyzed by Student’s *t* test. **M** Representative images of the mitochondrial morphology of mouse granulosa cells intervened by COFF and EMFF were observed under TEM. Yellow arrows indicate mitochondrion. Scale bar = 1.0 µm. Scale bar = 5.0 µm. **N** Representative images of ROS and ferrous ion fluorescence staining after COFF and EMFF intervention in mouse granulosa cells. Scale bar = 100 µm. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns, no significance.

NCOA4 is a recently discovered autophagy cargo receptor that directly recognizes and binds FTH1, and then transports FN into autophagosomes for lysosomal degradation and iron release [16]. NCOA4 silencing inhibited ferritin degradation and ferroptosis, while the overexpression of NCOA4 increased ferritin degradation and promoted ferroptosis [17]. In the present study, we used ferric citrate (FAC) at concentrations close to human FF to intervene with KGN after NCOA4 silencing (siRNA-NCOA4) and overexpression (OV-NCOA4). Under immunofluorescence staining, ferric citrate increased the degree of cellular lipid peroxidation to diminish the red fluorescence belonging to the reduced state (Fig. 3). Silencing NCOA4 attenuated lipid peroxidation in KGN cells, whereas KGN after overexpression of NCOA4 further promoted lipid peroxidation (Fig. 3).

**Fig. 3:**
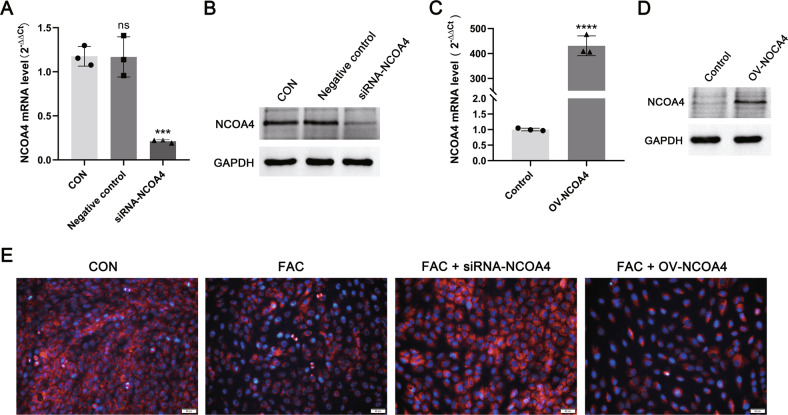
NCOA4-overexpressing and -silent. **A**, **B** Western blot analysis of KGN after siRNA silencing of NCOA4 (siRNA-NCOA4), control group, and negative control group. Expression of GAPDH protein was used as an internal control. **C**, **D** Western blot analysis of NCOA4-overexpression KGN (OV-NCOA4) and control groups. Expression of GAPDH protein was used as an internal control. **E** Representative images of lipid peroxidation and iron staining in KGN cells with silenced or overexpressed NCOA4. Blue represents iron, and red represents reduced state lipid peroxides. Scale bar = 50 µm. Data are expressed as means ± SD and analyzed by Student’s *t* test or one-way ANOVA. ***P < 0.001, ****P < 0.0001 and ns, no significance.

To explore whether the reduced granulosa cells bioactivity was caused by ferroptosis, we intervened mouse granulosa cells after EMFF treatment with different types of cell death inhibitors. The cell proliferative activity of granulosa cells in EMFF was reversed by the iron chelator (deferoxamine mesylate, DFO) and the ferroptosis inhibitor (Ferrostatin-1, FER), but not by the necrosis inhibitor (Necrostatin-1, NEC), the apoptosis inhibitor (Z-VAD-FMK, ZDF), and the autophagy inhibitor 3-methyladenine (ME, Fig. 2D). Furthermore, we verified in vitro that the intracellular ROS and ferrous ion (Fe^2+^) levels in mouse granulosa cells were higher in the EMFF group than in the COFF group (Fig. 2N), the mitochondrial volume was reduced, and the membrane color was deepened in the EMFF group (Fig. 2M). Therefore, NCOA4-mediated ferritinophagy is involved in EMFF-induced ferroptosis in granulosa cells.

### Granulosa cells in EMFF impair oocyte maturation via exosomes

Exosomes, as small single-membrane secretory organelles derived from cells, have the same topology as cells and participate in intercellular communication [18]. Vitamin E (VITE) is a lipophilic antioxidant that can compensate for lipid peroxidation caused by GPX4 deficiency and further inhibit ferroptosis [19, 20]. The exosome samples all showed a clear vesicle profile under the negative staining field, and the particle size was consistent with the criteria of exosomes (Fig. 4A). The size of the particles in our samples was ~120 nm, which was consistent with the size of exosome diameter via nanoparticle tracking analysis (Fig. 4C). Exosome marker proteins, namely, CD63 and CD9, were obtained on the extracted samples from each group (Fig. 4B), and the extracted samples were determined to be exosomes.

**Fig. 4:**
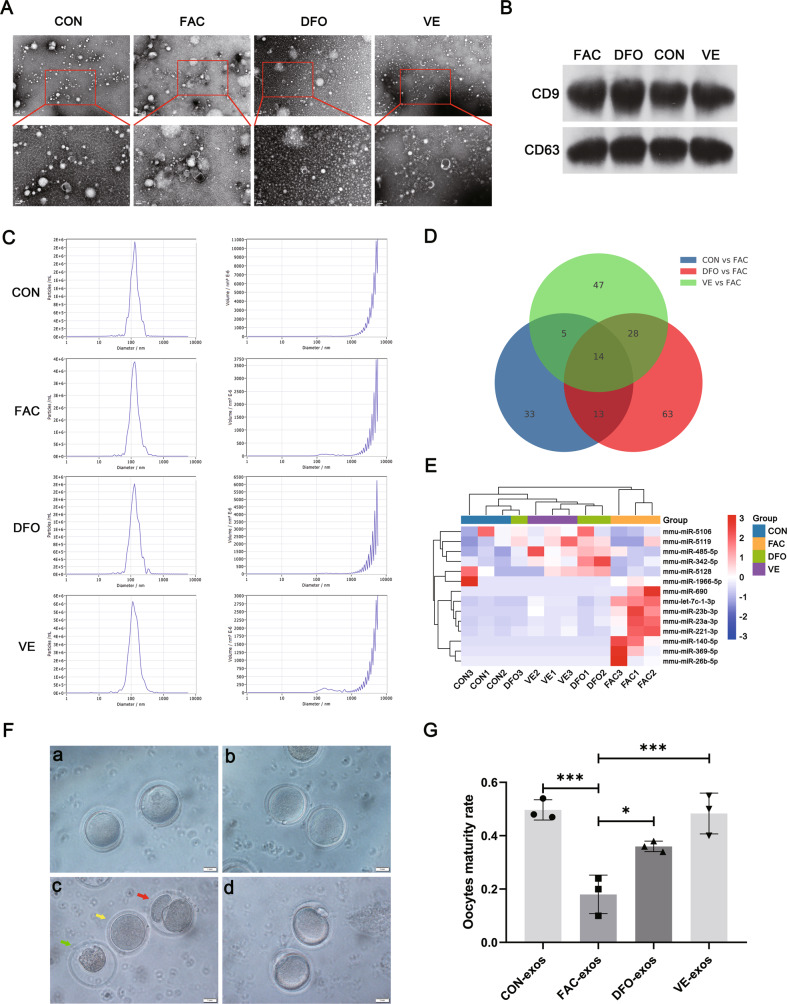
Characterization of exosomes from mouse granulosa cell and their effects on oocytes under different conditions. **A** Representative images of exosomes of mouse granulosa cells in control group (CON), iron overload group (FAC), iron chelators group (DFO), and vitamin E group (VE) were observed by TEM. Scale bar = 0.2 µm; Scale bar = 100 nm. **B** Western blot analysis of exosome-related markers CD63 and CD9 in different groups. **C** Nanoparticle tracking analysis of the size distribution and concentration of exosomes. **D** Venn diagram of differential miRNAs in three comparison groups. CON vs FAC includes differential gene expression of exosomal microRNAs between CON and FAC groups, DFO vs FAC includes differential gene expression of exosomal microRNAs between DFO and FAC groups and VE vs FAC includes differential gene expression of exosomal microRNAs between VE and FAC groups (*P* < 0.05, fold change ≥ 1.5). **E** Heatmap of the expression levels of the 14 differential miRNAs in each group from the (**D**) Venn diagram. Red represents relatively high expression and blue represents relatively low expression. **F** Representative images of morphological appearance of oocytes after intervention by exosomes under microscope. Both figures a and b were germinal vesicles stage oocytes. Red arrow indicates parthenogenetic activation, yellow arrow indicates germinal vesicle breakdown stage, and green arrow indicates dead oocytes in figure c. Figure d was the second meiotic metaphase awaiting fertilization stage oocytes. Scale bar = 1.0 mm. **G** Maturation rate of oocytes in each group after intervention of mouse granulosa cell exosomes treated using different methods. Data are expressed as means ± SD and analyzed by one-way ANOVA. *P < 0.05 and ***P < 0.001.

To further explore the effects of exosomes derived from granulosa cells on oocytes, we intervened mouse oocytes with exosomes of mouse granulosa cells extracted from culture supernatants of different groups. Expulsion of the first polar body defines the hallmark of oocyte maturation, at which point the oocyte is arrested in the second meiotic metaphase awaiting fertilization (MII stage) [21]. The morphology of immature oocytes after the culture that appear mainly includes GV stage (oocytes with germinal vesicles), GVBD stage (oocytes with germinal vesicle breakdown), parthenogenetic activation (PA, formation of two equal-sized cells), and death [21]. Oocyte maturation rate was defined as the number of oocytes at the MII stage/the number of oocyte cultures (PA excluded). PA refers to the completion of development to the embryo without the action of a spermatozoon, stimulated by some physicochemical factors, in which the formed embryonic stem cell has the same totipotency and proliferative capacity as the embryonic stem cell formed by sperm-oocyte binding, making it capable of directed differentiation and development [22]. PA was therefore excluded when calculating maturation rates. To facilitate the understanding of the characteristics of different stages of oocytes, we illustrated the morphology of oocytes at different stages in Fig. 4F, where (a) and (b) are all GV stage oocytes; (c) red arrows are PA, yellow arrows are GVBD stage and green arrows are dead oocytes; (d) MII stage oocytes. The intervention of oocytes with exosomes in each group revealed a significant decrease in oocyte maturation rate in the iron overload group (FAC-exos, *P* < 0.001), which was reversed in the iron chelator (DFO-exos) and VITE groups (VE-exos, *P* < 0.05, *P* < 0.001); a more pronounced effect was observed after VE-exos intervention compared with DFO-exos (Fig. 4G and Table 2). Therefore, granulosa cells in iron overload undergo ferroptosis and release exosomes to impair oocyte maturation, and deferoxamine mesylate and VITE ameliorate exosomes of granulosa cell in iron overload to improve the maturation rate of mouse oocytes.

**Table 2:** Mouse oocyte maturation after exosome intervention.

Groups	Tests	GV	GVBD	PA	Death	MII	Total	Maturity rate
CON-exos	1	18	24	4	14	52	112	0.48
	2	15	35	7	18	61	136	0.47
	3	13	19	3	12	51	98	0.54
FAC-exos	1	14	41	6	31	10	102	0.10
	2	17	45	9	39	32	142	0.24
	3	11	39	7	29	20	106	0.20
DFO-exos	1	19	32	7	22	38	118	0.34
	2	15	35	8	28	44	130	0.36
	3	12	28	5	21	38	104	0.38
VE-exos	1	13	26	3	19	58	119	0.50
	2	14	33	8	23	46	124	0.40
	3	9	22	4	17	58	110	0.55

miRNAs are small non-coding RNAs that affect cell growth and metabolism by regulating gene expression and can be carried by exosomes to be consumed by neighboring or distant cells to regulate recipient cells [23]. To explore the differences of miRNAs from exosomes of granulosa cell in iron overload and under normal conditions, Fig. S3 shows the differential miRNA expression between the FAC and CON groups, a differential miRNA expression heatmap, and KEGG enrichment analysis of the differential miRNAs (differential fold > 1.5). 

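Small RNA of exosomes from mouse granulosa cells was sequenced in 12 libraries, 3 in each of the CON, FAC, DFO and VE groups. The cells were kept in medium without exosomes for 24 h and then cultured for 48 h. The CON group received no treatment, and the FAC group received 100 μM ferric citrate, an iron salt that loads the cells with iron. The DFO group received 100 μM ferric citrate with 100 μM deferoxamine mesylate, an iron chelator, and the VE group received 100 μM ferric citrate with 200 μM VITE, a lipophilic antioxidant. The reads were 15 to 41 bp long. For each library, the authors deposited the number of reads counted on each of 637 entries of mouse miRNAs, 5 of which join 2 miRNAs. They also deposited the same values as RPM, the reads of an entry relative to a total of the library. Each count divided by its RPM value gave 1 library total for all miRNAs of a library, and these totals lay between 22631206 and 24845945 reads. The paper's text does not name the reads that make up this total, the aligner or the miRNA database.
The miRNA counts summed to 1211227, 452021 and 700405 in CON replicates 1 to 3 and to 7565362, 5219420 and 5410588 in the FAC replicates. In the DFO replicates they summed to 3043884, 4877426 and 1373519, and in the VE replicates to 2227419, 2945366 and 3530978. The miRNA counts were 3.28% ± 1.55 (SD, n = 3) of the library total in the CON group and 24.7% ± 4.96 (SD, n = 3) in the FAC group. They were 12.6% ± 7.16 (SD, n = 3) in the DFO group and 12.0% ± 2.69 (SD, n = 3) in the VE group. The share was higher in all 3 FAC libraries than in all 3 CON libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Against the 9 other libraries, the same test gave an exact p of 0.00909, the smallest that 3 against 9 allow. The widest 95% Wilson interval of a single library's share spanned 0.036 percentage points. A level of 3 counts, taken as the floor of detection, was 0.351 CPM, the normalized counts relative to the total miRNA counts of a library, in the library with the most counts and 7.9 CPM in the library with the fewest. These intervals and floors cover counting error only, since amplified reads are not independent molecules. At least 1 count was found for 272.3 ± 10.1 miRNAs (SD, n = 3) in the CON group and 392 ± 88.4 (SD, n = 3) in the FAC group.

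**Figure D1:**
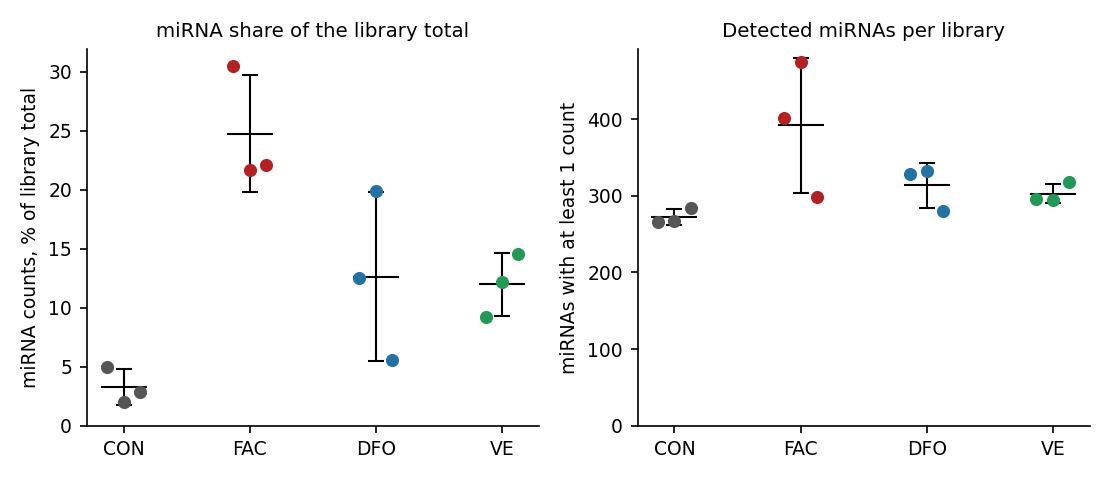
The left panel plots the miRNA counts as a percentage of the library total, and the right panel the number of miRNAs with at least 1 count, for the 3 libraries of each group. Points are libraries, long lines are means and bars are SD. The FAC libraries lie between 21.6% and 30.4%, above the CON libraries.

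The counts had a peak far above 1 read in each library. The highest peak of the distribution of counts between 10 and 500, here called the lowest mode, lay between 20.3 and 198 counts in the 12 libraries. The range of counts and the bandwidth of 0.18 (log2) were set after the counts had been seen, and a range of 6 to 1500 counts moved the mode in 0 libraries. Neither range could find a peak under 6 counts, so the lowest mode need not be the lowest peak of all counts. More miRNAs had 1 or 2 counts than a count around the lowest mode in CON replicate 2 (93 and 37) and CON replicate 3 (86 and 45). The same held in DFO replicate 1 (73 and 69) and VE replicate 1 (61 and 47). In 9 of the 12 libraries, more miRNAs had a count under 0.5 of the lowest mode than around it. Without values of 1 or 2 counts, this held only in CON replicate 2 (64 and 37), CON replicate 3 (86 and 45) and VE replicate 1 (50 and 47).

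**Figure D2:**
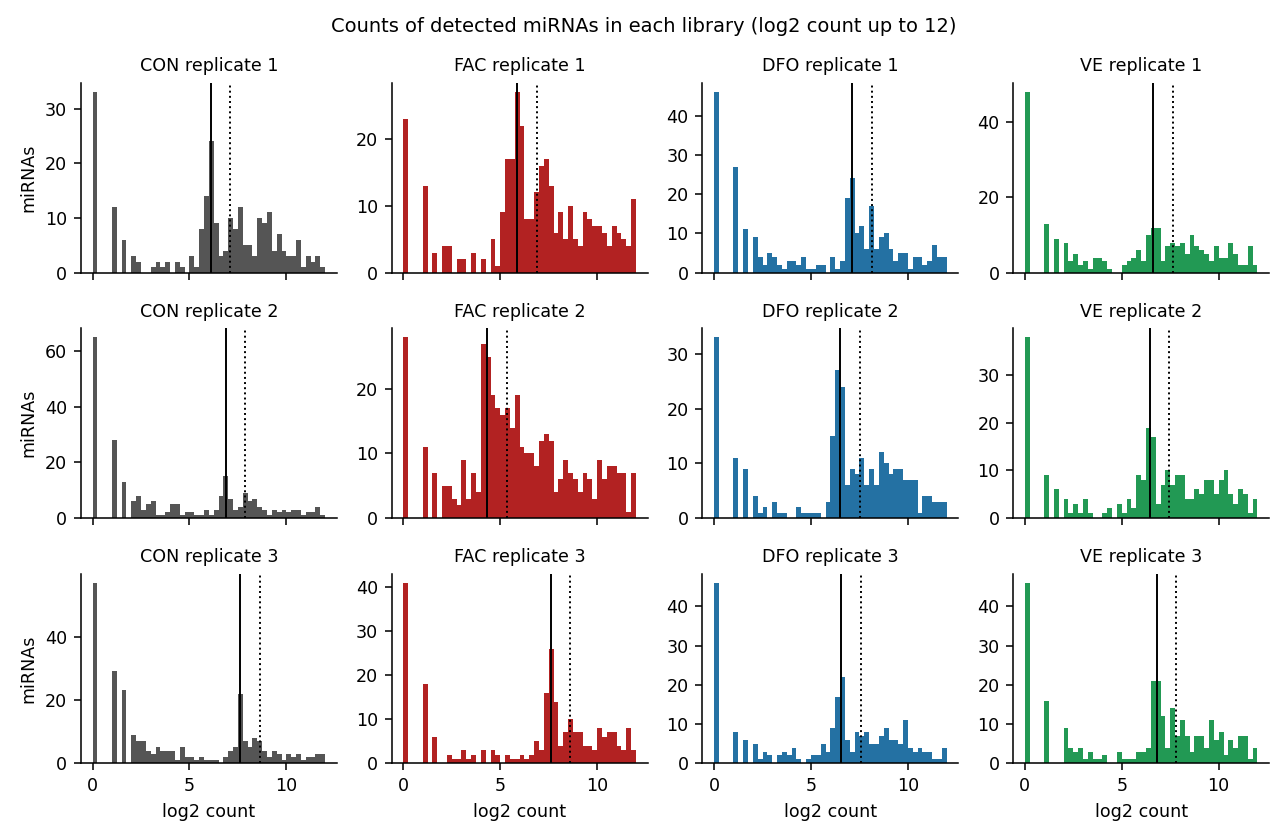
Each panel is the histogram of log2 counts of the detected miRNAs of 1 library, up to a log2 count of 12, with the number of miRNAs on the vertical axis. The solid line marks the lowest mode and the dotted line 2 times that count. The lowest mode of FAC replicate 2 is at 20.3 counts and that of CON replicate 3 at 198 counts.

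Differences between groups were tested on the counts with edgeR's quasi-likelihood test and TMM normalization. All 4 groups were in 1 fit, and 547 entries with at least 10 counts over the 12 libraries were tested. The paper's threshold was used, a fold change of at least 1.5 and a p under 0.05, with p taken as unadjusted since the paper names no adjustment for the miRNAs, and the Benjamini-Hochberg adjusted p was computed beside it. The common biological coefficient of variation between replicates was 1.57. Standard errors given with edgeR's log2 fold changes were derived from the F value of the test. The p-values were close to those of a normal distribution for the log2 fold change over its standard error. They therefore rest on a spread pooled over the miRNAs and do not measure the spread of a single miRNA between its own replicates. Scaling to miRNA counts removes the difference in the miRNA share, and fold changes are therefore relative to the other miRNAs of a library.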

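In the comparison of the FAC group with the CON group, 52 miRNAs were past the paper's threshold in edgeR's quasi-likelihood test, 13 higher and 39 lower in FAC. Of these, 37 are among the 65 miRNAs labelled in Fig. S3B and 15 are not. The 65 labels were read by eye from the figure, and single names may be misread. With the replicate number as a block, 39 miRNAs were past the threshold, 24 of them among the 65. In a check of this pairing, deviations from the group means correlated with a mean r of 0.00421 over 18 pairs of same-numbered libraries and -0.00202 over 36 pairs of different-numbered libraries. The alternative that moved the number most was limma on log2(RPM + 1), which does not scale to miRNA counts and gave 195 miRNAs, all higher in FAC. The libraries of the FAC and CON groups did not overlap for 23 of the 52 miRNAs and for 73 of all 547 tested entries (13.3%). Chance gives 10% without ties, and over the 10 splits of the 6 libraries into 3 and 3, the real one included, the mean was 6.11% of the tested entries, with up to 10.1% in the others. The 52 were selected on these libraries, the 547 were not. With each FAC or CON library left out in turn, from 33 to 63 miRNAs were past the threshold, and 16 of the 52 were past it in all 6 fits. Target genes and pathways were not analysed here.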

A total of 65 differential miRNAs were discovered and predicted by target genes, which hit several signaling pathways, including calcium, MAPK, cell cycle, oocyte meiosis, and ferroptosis signaling pathway. Therefore, granulosa cells in iron overload may affect oocyte function by releasing exosomes containing abnormal miRNAs. 

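After Benjamini-Hochberg adjustment over the 547 tested entries, 1 miRNA differed between FAC and CON at an adjusted p under 0.05 in edgeR's quasi-likelihood test. This was mmu-let-7b-5p, with 65590 ± 18460 CPM (SD, n = 3) in the CON group and 19160 ± 12440 CPM (SD, n = 3) in the FAC group. It was at 73070 ± 24720 CPM (SD, n = 3) in the DFO group and 27750 ± 613.6 CPM (SD, n = 3) in the VE group. All VE libraries lay below all CON libraries and within the range of the FAC libraries. Its log2 fold change between FAC and CON was -1.78 (standard error 0.41, adjusted p = 0.00783), and all 3 FAC libraries lay below all 3 CON libraries. With each FAC or CON library left out in turn, the log2 fold change stayed between -2.40 and -1.51. Its adjusted p in edgeR was 0.0726 without CON replicate 2, 0.0599 without CON replicate 3, 0.111 without FAC replicate 1 and 0.102 without FAC replicate 2. It was 0.00743 without CON replicate 1 and 5.54e-08 without FAC replicate 3. Its direction changed under values relative to the library total. The log2 fold change was 1.39 in limma on log2(RPM + 1) (adjusted p = 0.125) and on log2(RPM + 0.1) (adjusted p = 0.085), and 1.37 with counts scaled to the library read totals in edgeR (adjusted p = 0.14), a scaling chosen after the data were seen. Over the alternatives that kept all libraries, its adjusted p ranged from 0.000329 to 0.815. Reads of let-7b and let-7c can be hard to part, since the 2 hairpins share the 16 bases TGAGGTAGTAGGTTGT, and the value of each is uncertain. From the differential miRNAs and the pathways of their predicted targets, the paper proposes that granulosa cells in iron overload affect oocyte function through exosomes with abnormal miRNAs. Its evidence for an effect of the exosomes also includes mouse oocytes, which matured less often with FAC exosomes than with CON, DFO or VE exosomes. The oocyte data were not analysed here.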

We further performed intersection analysis of differential miRNAs (differential fold > 1.5) between the CON and FAC, DFO and, and VE and FAC groups and found 14 differential miRNAs contained by all three comparison groups (Fig. 4D). 

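With edgeR's quasi-likelihood test, 67 miRNAs were past the paper's threshold between FAC and DFO, 26 higher and 41 lower in FAC, and 51 between FAC and VE, 24 higher and 27 lower. With the replicate number as a block, these numbers were 54 and 32. A DESeq2 fit of all 12 libraries gave 60 between FAC and VE, 46 higher and 14 lower in FAC. In edgeR, 9 miRNAs were past the threshold in all 3 comparisons with FAC, and 6 with the block. They were mmu-miR-5106, mmu-miR-5119, mmu-miR-342-5p and mmu-miR-1966-5p, which are among the paper's 14, and mmu-miR-23b-5p, mmu-miR-423-5p, mmu-miR-543-3p, mmu-miR-615-3p and mmu-miR-3077-3p, named because of their small number after the values were seen. Of the 9, 7 were lower in FAC in all 3 comparisons, and mmu-miR-1966-5p and mmu-miR-3077-3p changed direction between comparisons. The 3 comparisons share the FAC libraries and are not independent. In a test chosen after the results were seen, group labels were permuted within replicate number. In 16 of 100 labelings, the real one included, at least as many as the 9 were shared. Without FAC replicate 1, 2 miRNAs were shared, and without FAC replicate 3, 27. In FAC replicate 3, mmu-miR-423-5p (131900 CPM) lay within the CON libraries (67000 to 149400) and mmu-miR-615-3p (4954 CPM) within the VE libraries (3863 to 6182). Between FAC and DFO, 5 miRNAs had an adjusted p under 0.05. For mmu-miR-148a-3p, the log2 fold change was 2.05 (standard error 0.38, adjusted p = 3.26e-05 in edgeR), and for mmu-miR-99a-5p it was 1.32 (standard error 0.36, adjusted p = 0.0283). It was -2.51 for mmu-miR-125a-5p (standard error 0.54, adjusted p = 0.000724), -1.93 for mmu-let-7b-5p (standard error 0.41, adjusted p = 0.000724) and -1.26 for mmu-let-7c-5p (standard error 0.34, adjusted p = 0.0271). The counts of miR-99a-5p and of both let-7 miRNAs are uncertain where reads match near-identical family members. By mean CPM, mmu-miR-148a-3p was at 88300 in CON, 135100 in FAC, 32550 in DFO and 80780 in VE. In the same order, mmu-miR-125a-5p was at 5467, 3000, 17050 and 4868. Both were furthest from CON in DFO, and neither was past the paper's threshold between FAC and CON (unadjusted p = 0.0928 and 0.0943 in edgeR). For mmu-miR-99a-5p and both let-7 miRNAs, the DFO mean lay nearer to CON than to FAC, and the VE mean nearer to FAC. Between FAC and VE, 2 miRNAs had an adjusted p under 0.05. Of these, mmu-miR-25-5p had no count in any VE library and was at least 20.9-fold higher in FAC (adjusted p = 0.00453 in edgeR), with 23.6 ± 22.8 CPM (SD, n = 3). It was at 281 ± 270 CPM (SD, n = 3) in the CON group and 83.3 ± 87.0 CPM (SD, n = 3) in the DFO group, and between FAC and CON its log2 fold change was -3.57, past the paper's threshold (unadjusted p = 0.0174, adjusted p = 0.328 in edgeR). With each library of the 2 compared groups left out in turn, the adjusted p in edgeR reached 0.0176 for mmu-miR-148a-3p, 0.166 for mmu-miR-99a-5p, 0.0638 for mmu-miR-125a-5p, 0.0582 for mmu-let-7b-5p and 0.184 for mmu-let-7c-5p between FAC and DFO, and 0.125 for mmu-miR-25-5p between FAC and VE.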

A clustered heatmap analysis of the expression of these 14 differential miRNAs among the four groups revealed that the iron overload group (FAC) was distinct from the three other groups (Fig. 4E). 

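Over all 547 tested entries, which do not depend on the choice of the 14, the FAC group accounted for 12.83% of the squared distances between the 12 libraries in log2 CPM. Any choice of 3 libraries takes up part of these distances, so the percentage alone is not the size of an effect. An exact permutation test over all 220 choices of 3 libraries gave p = 0.01818. The alternative that moved the percentage most was log2(RPM + 1), with 29.43% (exact permutation p = 0.004545). These values keep the difference in the miRNA share between groups. Without the 14 miRNAs, the share was 11.77% (exact permutation p = 0.05). It was 10.6% without FAC replicate 1 and 10.79% without FAC replicate 2 (exact p = 0.2545 in each), and 16.28% without FAC replicate 3 (exact p = 0.01818). FAC replicates 1 and 2 lay 44.71 apart, the shortest distance of all pairs of libraries. The nearest library of FAC replicate 3 was CON replicate 2, at a distance of 54.84. The mean distance between CON and FAC libraries was 62.17, against 61.4 within the CON group and 56.07 within the FAC group.

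**Figure D3:**
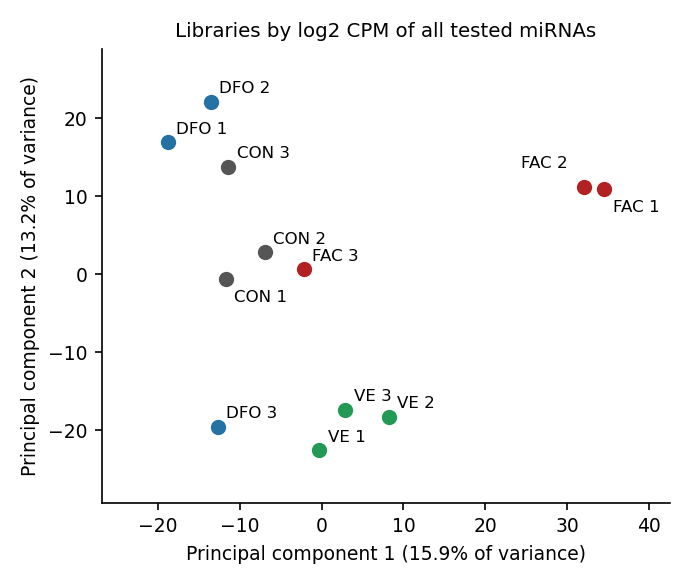
Principal component analysis of log2 CPM of the 547 tested entries, where each point is 1 library and the axes carry 15.9% and 13.2% of the variance. FAC replicates 1 and 2 lie apart from the other libraries on the first axis, and FAC replicate 3 lies near CON replicate 2.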

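The values of the 14 miRNAs are given in normalized CPM as mean ± SD of 3 libraries. In the CON, FAC, DFO and VE groups, mmu-miR-5106 was at 204 ± 176, 5.60 ± 6.17, 92.6 ± 67.3 and 52.6 ± 26.3 CPM, and mmu-miR-5119 at 293.5 ± 411, 26.1 ± 37.0, 214 ± 144 and 199 ± 84.1 CPM. For mmu-miR-485-5p the values were 343 ± 33.6, 94.04 ± 81.6, 373 ± 145 and 443 ± 215 CPM, and for mmu-miR-342-5p 108 ± 134, 11.0 ± 13.1, 179 ± 56.8 and 107 ± 38.8 CPM. Levels of mmu-miR-5128 were 130.0 ± 177, 2.82 ± 2.13, 26.1 ± 24.1 and 29.3 ± 24.7 CPM. In the same order, mmu-let-7c-1-3p was at 35.5 ± 26.2, 218 ± 41.4, 10.3 ± 15.8 and 106 ± 24.9 CPM, and mmu-miR-221-3p at 92.0 ± 82.2, 619.5 ± 348, 124 ± 184 and 276 ± 46.7 CPM. For mmu-miR-23b-3p the values were 35.0 ± 21.2, 349 ± 95.4, 21.1 ± 27.1 and 158 ± 104 CPM, and for mmu-miR-23a-3p 239 ± 209, 1360 ± 469.8, 216 ± 130 and 521 ± 48.8 CPM. The genes of miR-23a and miR-23b share the 20 bases AAATCACATTGCCAGGGATT, so reads of the 2 mature miRNAs can be split between them and each value is uncertain.
Counts were low for the other miRNAs. In the CON and DFO groups, mmu-miR-140-5p and mmu-miR-369-5p had 0 counts in all libraries, and in VE at most 2 and 1. In FAC they were at 18.3 ± 14.7 and 14.4 ± 17.7 CPM, at least 3.63-fold and at least 2.86-fold higher than in CON. For mmu-miR-690 the counts were 170, 317 and 0 in the FAC libraries and at most 6 elsewhere. The FAC counts of mmu-miR-26b-5p were 0, 30 and 421, and the counts in the other groups were at most 3. For mmu-miR-1966-5p, the FAC libraries had 55, 26 and 27 counts, the DFO and VE libraries 0, and the CON libraries 0, 0 and 251, which is 394.7 CPM in CON replicate 3 against a FAC mean of 5.13 ± 1.52 CPM.
By group means, 13 of the 14 miRNAs lay in FAC below all 3 other groups (5 miRNAs) or above them (8 miRNAs). The levels of 5 of them, mmu-miR-485-5p, mmu-let-7c-1-3p, mmu-miR-23a-3p, mmu-miR-140-5p and mmu-miR-369-5p, lay in the 3 FAC libraries beyond those of all 9 others. For each of these 5, the two-sided exact permutation p was 0.00909, the smallest that 3 libraries against 9 allow, and 0.0255 after adjustment over the 14. The 14 were selected on these libraries for differing between FAC and the other groups. Adjustment over the 14 does not correct for this, so these p-values show no stability. For mmu-miR-140-5p and mmu-miR-369-5p the separation is from 0 to 2 counts and depends on depth. In FAC replicate 2 they were at 4.81 and 1.20 CPM, where 3 counts, the floor, are 7.90 CPM in CON replicate 2. For mmu-miR-369-5p, the floors of CON replicate 1 (2.46 CPM), CON replicate 3 (4.72 CPM), DFO replicate 3 (2.25 CPM) and VE replicate 1 (1.355 CPM) also lay above it. In edgeR's quasi-likelihood test, 8 of the 14 were past the paper's threshold between FAC and CON, 10 between FAC and DFO and 6 between FAC and VE. Adjusted over the 14 alone, 7, 8 and 0 had an adjusted p under 0.05, which shows no stability since the list was chosen on these data, and adjusted over all tested entries 0, 0 and 0 had. In the RefSeq annotation of GRCm38.p6, the gene of miR-23b lies within Aopep and beside the genes of miR-27b and miR-24-1, and the gene of miR-23a lies beside those of miR-27a and miR-24-2. The gene of miR-221 lies beside that of miR-222, and the genes of miR-485 and miR-369 lie in 1 group of miRNA genes, the latter within Mirg. The genes of miR-140, miR-26b, miR-342, miR-690, miR-1966, miR-5119 and miR-5128 lie within Wwp2, Ctdsp1, Evl, Fgf12, Ripor1, Cdk12 and Strbp.

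**Figure D4:**
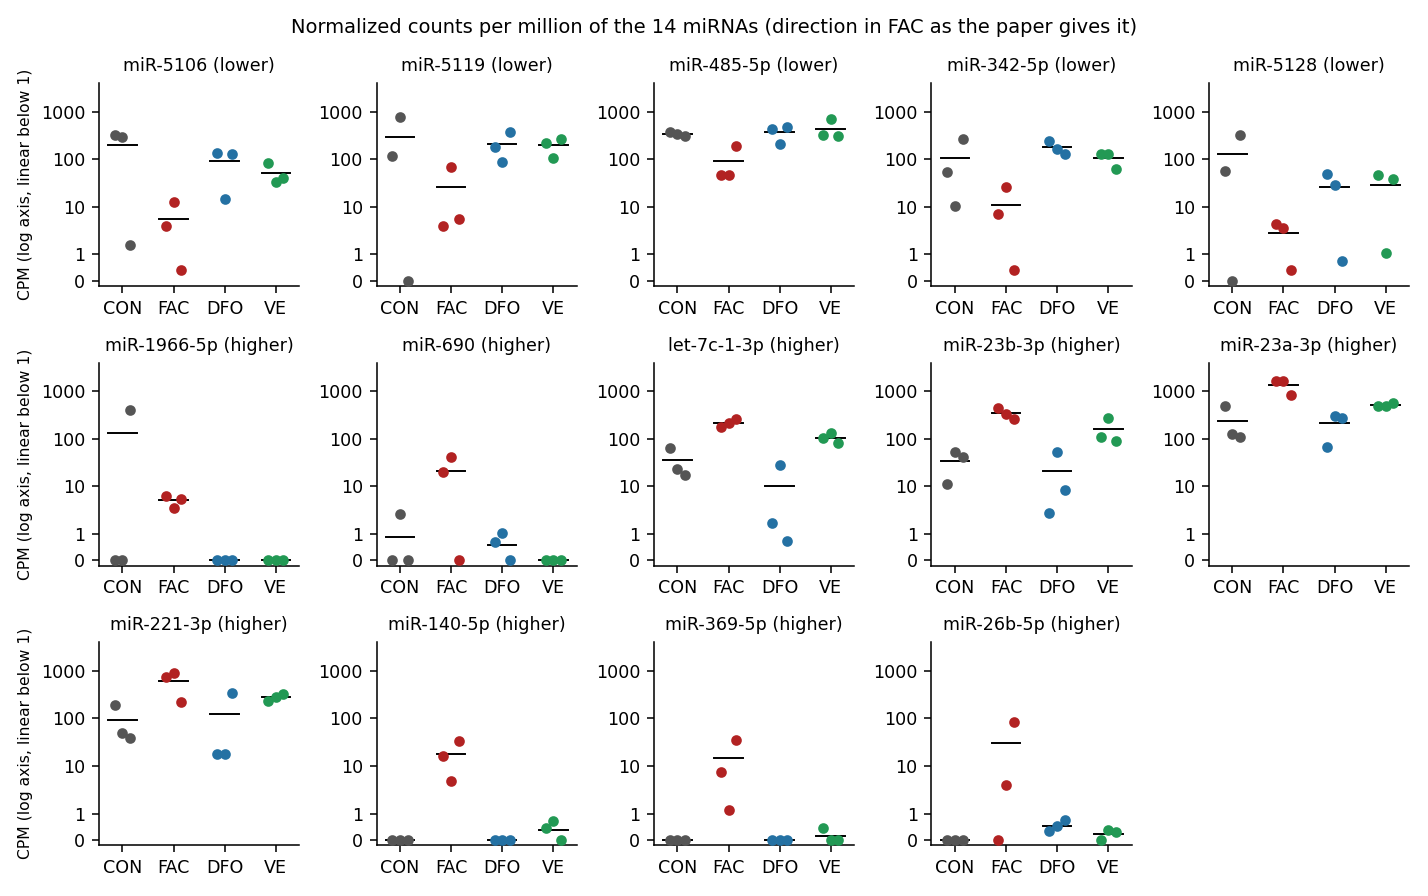
CPM of the 14 miRNAs in the 3 libraries of each group, on a log axis that is linear below 1, where points are libraries and lines are means. The direction in each title is the paper's for the FAC group. For miR-1966-5p, CON replicate 3 lies at 394.7 CPM, above the FAC libraries.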

In comparison with the three other groups, the levels of five differential miRNAs, namely, mmu-miR-5106, mmu-miR-5119, mmu-miR-485-5p, mmu-miR-342-5p, and mmu-miR-5128 were lower, whereas the levels of nine differential miRNAs, namely, mmu-miR-1966-5p, mmu-miR-690, mmu-let-7c-1-3p, mmu-miR-23b-3p, mmu-miR-23a-3p, mmu-miR-221-3p, mmu-miR-140-5p, mmu-miR-369-5p, and mmu-miR-26b-5p were higher in the FAC group (Fig. 4E). 

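The DFO and VE groups also received ferric citrate, and both were compared with the CON group in the same edgeR fit. Between DFO and CON, 42 miRNAs were past the paper's threshold, 15 higher and 27 lower, and between VE and CON 57, 18 higher and 39 lower. With the replicate number as a block, these numbers were 23 and 36. At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3 miRNAs differed between DFO and CON and 11 between VE and CON. Of the 52 miRNAs past the threshold between FAC and CON, 9 were also past it between DFO and CON and 21 between VE and CON, all in the same direction as in FAC. These comparisons share the 3 CON libraries, which favours common miRNAs and a common direction. Of the paper's 14 miRNAs, 1 was past it between DFO and CON and 1 between VE and CON. The mean distance of the DFO libraries from the CON libraries was 61.47 and that of the VE libraries 61.72, against 61.4 among the CON libraries. Within the DFO group it was 61.4, and within the VE group it was smaller, at 54.99.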

Collectively, the in vitro results confirmed that iron overload caused the aberrant miRNA components in exosomes, which then interfered with mouse oocyte maturation by affecting the cell cycle, oocyte meiosis, and ferroptosis signaling pathway, while deferoxamine mesylate and VITE can effectively improve this situation.

### VITE improves ovarian function in mice with EMs combined with iron overload

To further validate the effect of iron overload on ovarian function in vivo, we fed mice with a standard iron diet (STD, *n* = 8), a low iron diet (LID, *n* = 8), and a high iron diet (HID, *n* = 8) group (Table S1). No significant abnormalities were observed in serum E_2_, follicle-stimulating hormone (FSH), and luteinizing hormone (LH) levels in the three groups (Fig. 5A–C), indicating that iron overload does not affect ovarian function through hormone level regulation. However, the levels of total iron, glutathione (GSH), and MDA were all abnormal in HID mouse ovarian tissues (Fig. 5D–F). Notably, the HID group had significantly lower iron levels and significantly higher MDA levels than the STD group (*P* < 0.0001, *P* < 0.0001), while the levels of iron and MDA increased in the LID group relative to the STD group (*P* < 0.05, *P* < 0.001). This phenomenon may have resulted from a self-protective mechanism initiated by the mouse ovary in the face of exogenous high iron intake but further induced an increase in MDA content. These results confirmed our successful construction of a mouse ovarian iron-overload model. Furthermore, ROS levels increased in granulosa cells from mice fed with HID (Fig. 5G), and the levels of the ferritinophagy-related proteins NCOA4 and ATG5 significantly increased in the HID group compared with the STD group (*P* < 0.01, *P* < 0.01, Fig. 5H–K), which was consistent with the expression of ferritinophagy-related proteins in EMGC.

**Fig. 5:**
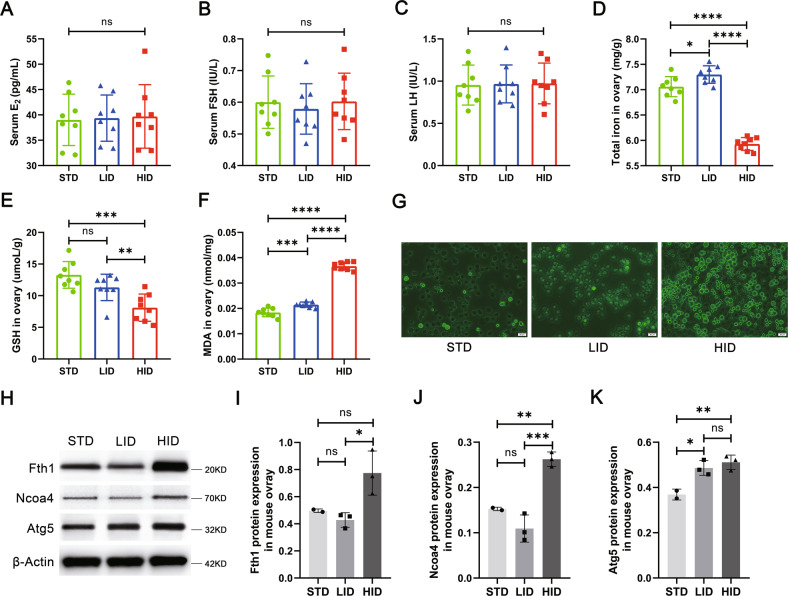
Construction of an iron overload mouse model. **A**–**C** Serum levels of E_2_, FSH, and LH in standard iron (STD), low iron (LID), and high iron (HID) diet feeding groups (*n* = 8). **D**–**F** Total iron, GSH, and MDA levels in the ovary tissues of mice in each group (*n* = 8). **G** Representative images of ROS fluorescence staining of ovarian mouse granulosa cells in three groups of mice. Scale bar = 20 µm. **H**–**K** Western blot analysis of ferritinophagy-related proteins, FTH1, NCOA4, and ATG5 in mouse ovary tissues in the STD, LID, and HID group. The expression of β-actin was used as an internal control. All data are expressed as means ± SD and analyzed by one-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns, no significance.

To investigate the effects of EMs combined with iron overload on mouse litter size, we constructed five model groups, namely, control group (CON, *n* = 10), EMs group (EMs, *n* = 10), EMs with the high iron model group (IRON, *n* = 10), and deferoxamine mesylate and VITE intervention EMs with the high iron model group (IRON + DFO, *n* = 10 and IRON + VITE, *n* = 10, respectively). No differences in body weight were observed between the groups during pregnancy (Fig. 6A). We obtained 136, 111, 77, 103, and 146 litters from the five groups above (Fig. 6C) with average numbers of 13.6, 11.1, 7.7, 10.3, and 14.6, respectively. The IRON group had the lowest number of litters among the four groups. Furthermore, the frequency of mouse infertility was highest in the IRON group (50%), followed by the EMs and IRON + DFO groups (30%) and then the CON and IRON + VITE groups (10%, Fig. 6D). Representative pictures of each group are shown in Fig. 6B. Subsequently, we performed a histological examination of the ovaries of the female mice in each group. Prussian blue staining revealed that the iron-overloaded internal environment enabled the appearance of local iron accumulation in mouse ovarian tissue, while deferoxamine mesylate reduced local iron accumulation in the tissue, followed by the effect of VITE (Fig. 6E). H&E staining revealed that EMs and EMs with iron overload resulted in abnormal follicle development, while deferoxamine mesylate and VITE ameliorated the abnormal follicle development induced by high iron (Fig. 6E). Immunohistochemistry showed that the GPX4 level was reduced in the ovaries of IRON group, whereas both deferoxamine mesylate (DFO) and VITE restored GPX4 levels, and the effect of VITE was more obvious than that of deferoxamine mesylate (Fig. 6E). Considering that the mRNA expression of TP53 decreased in iron-overloaded KGN (Fig. 1C), we determined whether VITE and deferoxamine mesylate regulated ovarian function through the upregulation of TP53. However, only deferoxamine mesylate upregulated TP53 expression, whereas VITE caused a sustained decrease in TP53 expression (Fig. 6F), indicating that VITE improved GPX4 expression but not TP53, thereby protecting iron-overloaded mice from infertility.

**Fig. 6:**
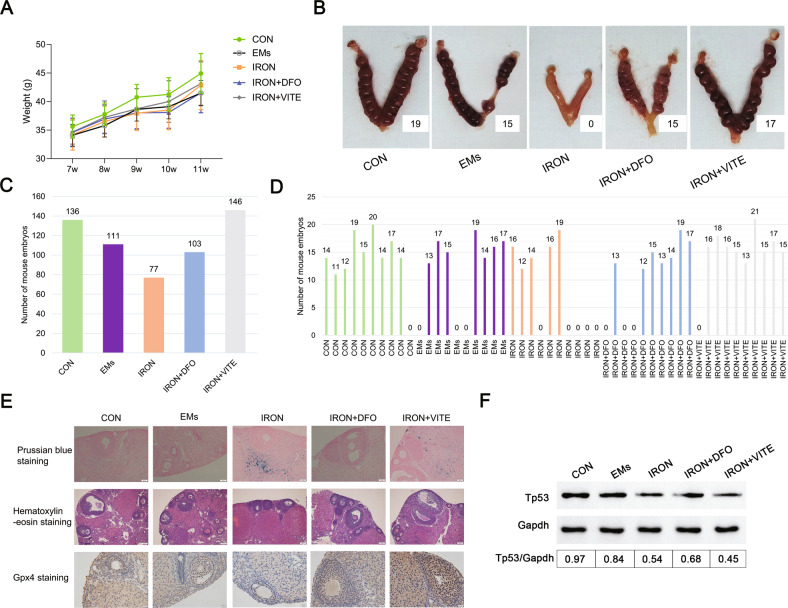
EMs combined with iron overload modeling affected mouse pregnancy. **A** The average body weight of the pregnant mice was calculated from control (CON, *n* = 10), EMs model (EMs, *n* = 10), EMs combined with iron overload model (IRON, *n* = 10), DFO treatment after IRON model (IRON + DFO, *n* = 10), and VITE treatment after IRON model (IRON + VITE, *n* = 10). **B** Representative photographs of the uterus after pregnancy in each of the five groups of female mice. **C**, **D** Total litter size and specific number of litters per mouse in five groups (*n* = 10). **E** For Prussian blue, H&E, and GPX4 immunohistochemical staining, ovarian tissues were observed from the five groups of mice. Scale bar = 50 µm; Scale bar = 200 µm; Scale bar = 20 µm. **F** Western blot analysis of TP53 expression in the ovarian tissues of mice in each group. Expression of GAPDH was used as an internal control.

## Discussion

EMs is a heterogeneous disorder with three phenotypes, namely, superficial peritoneal endometriosis, OE, and deep infiltrating endometriosis [24]. EMs adversely affects women’s reproductive capacity by acting on the pelvic cavity, ovaries, uterus, and fallopian tubes [3]. but the relationship between endometriosis phenotype and infertility has not been fully determined. The presence of OE per se is not associated with infertility, and surgical resection of OE deteriorates ovarian reservation [25, 26]. However, our retrospective analysis showed that oocyte quality was poorer in patients with OE than those with non-ovarian endometriosis (Table 1). Iron overload in the peritoneal fluid and FF of EMs patients is an important factor that leads to ectopic tissue proliferation and damage to oocytes [8, 27], but the specific mechanism in which iron overload in the FF affects granulosa cells and oocytes has not been fully elucidated. Considering that follicles close to the OE lesion tissues exhibit higher total iron levels and lower oocyte retrieval rates than follicles in healthy ovaries [28], iron overload in the OE may impair oocyte maturation and function by affecting granulosa cells close to the lesion and further mediate the release of abnormal exosomes of granulosa cells.

Ovarian granulosa cells are the largest cell population and major functional cells within the follicle, and follicle development is characterized by the rapid growth and proliferation of granulosa cells [29]. Oocyte activation and continued growth depend on the trophic and paracrine functions of their surrounding granulosa cells. However, granulosa cells in the ovaries of EMs patients appear abnormal and may be an important contributor to infertility. Excessive oxidative stress in granulosa cells of EMs-associated infertility causes cellular senescence and mitochondrial abnormalities [30], which is consistent with our findings. Iron overload in EMFF may be caused by the cyclic bleeding of local lesions and increased hepcidin levels in EMs-related infertile patients. Hepcidin is synthesized and secreted by the liver as a protein that plays an important role in body iron homeostasis. In the presence of iron overload in vivo, hepatic hepcidin secretion is increased, binds to cell surface iron exporter protein FPN1, promotes FPN1 endocytic degradation, and reduces intracellular iron outward transport [31]. Inflammation also increases hepcidin levels in the body [32], and EMs is a well-established inflammatory disease. Abnormalities in cellular senescence and ferroptosis signaling pathways occur after iron-overloaded EMFF intervention in the human granulosa cell line KGN, and elevated ferroptosis-related autophagy gene expression was observed by GSEA analysis. Considering that lipid peroxidation signaling is increasingly recognized as a core mediator of ferroptosis [33], elevated levels of iron, ROS, lipid peroxides, and MDA were detected, and shorter and condensed mitochondria were observed in KGN and granulosa cells after EMFF treatment, which is consistent with a previous study [11]. Furthermore, the key ferroptosis regulatory inhibitor GPX4 of the antioxidant system and its upstream regulatory target GSH expression were suppressed, and the cytotoxicity of EMFF against granulosa cells could be attenuated by an iron chelator and ferroptosis inhibitor but not by the apoptosis, necrosis, and autophagy inhibitor. Therefore, EMFF can induce granulosa cell death by ferroptosis.

Ferroptosis is an autophagy-dependent cell death [34]. In the ovary, an increase in ROS levels caused by hypoxia can induce autophagy in granulosa cells and oocytes. While autophagy removes damaged proteins and subcellular organelles to maintain cell survival, irreparable damage may induce cell death in the intrafollicular microenvironment [35]. The expression of iron selective autophagy-related genes and proteins was abnormal in granulosa cells from patients with EMs-related infertility (Fig. 2E–H). NCOA4 can selectively recognize the FTH1 subunit in FN and subsequently form the NCOA4-FN complex. The NCOA4-FN complex binds to ATG, thus forming the primary autophagosome, which subsequently develops into an autophagosome that degrades FN and releases free iron [34]. HERC2 can competitively bind NCOA4 with FTH1 and indirectly regulate ferritinophagy by ubiquitinating NCOA4 via the ubiquitin-proteasome system [36]. In the present study, the HERC2 gene expression level significantly decreased in EMGC (*P* < 0.05), whereas the FTH1 gene expression level was significantly increased in EMGC (*P* < 0.05). The role of NCOA4 in ferroptosis was determined by silencing the expression of NCOA4 by siRNA lentiviral transfection, and the result shows that an iron chelator-like effect was produced in the NCOA4-deficient KGN after ferric citrate (FAC) intervention (Fig. 3). Therefore, upon NCAO4 silencing, iron was stored in the form of FN, and ROS levels were consistent with the control group. Hence, the presence of iron overload in the FF of infertile patients with EMs can promote NCOA4 expression within granulosa cells, leading to active ferritinophagy, which further contributes to the development of ferroptosis by enhancing lipid peroxidation in granulosa cells.

The miRNAs contained in the exosomes released by granulosa cells after EMFF intervention were different from those in the control group, which may be the key factors of affecting oocyte quality. Exosomes are extracellular vesicles of endosomal origin with a size of 40–150 nm, and they play an important role in intercellular communication by delivering miRNAs, mRNAs, and proteins to recipient cells [37]. The miRNAs carried by exosomes are non-coding single-stranded RNA molecules with ~22 nucleotides in length encoded by endogenous genes, and they are involved in post-transcriptional gene expression regulation in animals and plants [23]. Exosomal miRNAs in granulosa cells under iron overload environment can regulate the gene expression of several signaling pathways. Dysregulation of calcium signaling pathways can induce ROS production, which is sufficient to cause oxidative stress in aging oocytes or trigger FAS ligand-mediated oocyte apoptosis [38]. After the MAPK signaling pathway is blocked, progesterone-induced MAPK activation is prevented, thereby inhibiting oocyte maturation [39]. Cell cycle signaling pathways and oocyte meiosis signaling pathways play an important role in oocyte maturation [40, 41]. Fourteen potential key miRNAs from exosomes can influence mouse oocyte maturation, including elevated maturation of miR-23a-3p/miR-23b-3p expression leads to perinatal oocyte loss [42], and upregulation of miR-221-3p expression involved in cell proliferation indicates decreased ovarian reserve [43]. These previous findings are consistent with the current findings. However, the downside is that these specific miRNAs have not been further analyzed to discover the downstream pathways they activate in oocytes.

Iron chelators and VITE can ameliorate infertility in mice with EMs combined with iron overload by affecting exosomes of granulosa cell secretion, illustrating the potential therapeutic role of iron chelators and VITE for infertile patients with EMs. Although both deferoxamine mesylate and the VITE inhibit ferroptosis, the molecular mechanisms by which they exert their effects differ among different studies. α-Tocopherol, a specific endogenous metabolite of VITE, can both specifically disrupt the propagation of the peroxidation chain and inhibit lipoxygenase expression [44]. Furthermore, ferroptosis induced by knockdown of GPX4 can be rescued by exogenous supplementation with VITE [45]. The iron chelator deferoxamine mesylate inhibits ferroptosis by reducing iron overload in cells [46]. We further verified that VITE and deferoxamine mesylate could improve GPX4 expression and decrease iron overload to improve the fertility of mice in EMs iron overload model mice (Fig. 6). Furthermore, deferoxamine mesylate increased TP53 expression in ovarian tissues of EMs iron overloaded mice, whereas VITE decreased TP53 expression. P53 has a dual role in the control of ferroptosis. TP53 can enhance ferroptosis by repressing the expression of solute carrier family 7 member 11 or by enhancing the expression of spermidine/spermine N1 acetyltransferase 1 and glutaminase 2 [12]. Meanwhile, p53 suppresses ferroptosis by directly inhibiting dipeptidyl peptidase 4 activity or inducing cyclin-dependent kinase inhibitor 1A/p21 expression [12]. The elevated TP53 expression is induced by deferoxamine mesylate, perhaps because the iron chelator mimics the hypoxic environment to activate the hypoxia regulatory capacity of p53 [47]. In conclusion, our work in this part validates the hazardous effects of an iron overload environment on oocyte development in animals and demonstrates the ameliorative effects of VITE in patients with EMs-related infertility. These findings will be of great reference for the clinical treatment of EMs-related infertility and also has implications for the treatment of other gynecological diseases under iron overload.

Recent studies have proposed ways to ameliorate EMs symptoms by promoting ferroptotic cell death in endometriotic lesions, but many practical issues should be considered. The environment of iron overload in the peritoneal fluid provides favorable conditions for the onset of ferroptosis, and the application of exogenous ferroptosis inducers promotes ferroptosis in EESCs [48]. However, safety issues for infertile patients with EMs should be further considered. Our study demonstrates the harm of an iron overload environment to the oocyte, and relevant studies have proposed that iron overload-induced ferroptosis impairs oocyte maturation and development [49]. Iron overload was thought to play an important contributory role in shaping the EMs inflammatory microenvironment and cell adhesion [6, 15, 27]. Combined with our findings, iron chelators, and VITE can be used for the treatment of EMs-related infertility. Ferroptosis inducers that target ectopic endometrial lesions can promote EESC ferroptosis for the treatment of EMs without harming oocytes.

In conclusion, we report a novel mechanism of oocyte damage in EMs-related infertile patients. The mechanism is that iron-overloaded FF induces granulosa cell ferroptosis and release exosomes of granulosa cell containing abnormal miRNAs to impair oocyte maturation. VITE and iron chelators can effectively ameliorate the symptoms.

## Subjects and methods

### Patients and sample collection

Baseline data sheet were collected from 1712 women, who underwent IVF/ICSI-FET between January 2010 and December 2018, in the assisted reproduction center of the hospital (Table 1). The inclusion and exclusion criteria for patients with EMs-related infertility and control subjects are shown in Supplementary material. After oocyte retrieval, FF was collected from EMs-related infertile patients and control females because of male infertility undergoing assisted reproduction. They were transferred to the laboratory to isolate FF and granulosa cells, obtaining EMFF, COFF, and granulosa cells.

### Mice models and mouse granulosa cell extraction

Female Kunming (KM) mice were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd (Beijing, China). After 1 week of adaptive feeding, experiments were carried out in strict accordance with the guidelines of the center for animal experimentation of Navy Medical University. The construction of animal models of iron overload ranging from high iron feed modeling to intraperitoneal administration of iron dextran has been reported and used in liver disease, cardiomyopathy, intracerebral hemorrhage, and hemochromatosis studies [50–53]. The experimental animal feed for the iron overload mouse model (Table S1) was synthesized by Jiangsu Medicience Biological Medicine Co., Ltd (Jiangsu, China). Mice were randomly assigned into STD (*n* = 8), LID (*n* = 8), and HID (*n* = 8). After mice were fed a specific diet for 8 weeks, normal female mice and a model of iron overload in female mice were constructed.

The modeling process of EMs mice has been reported [54]. Briefly, each mouse was injected subcutaneously with 2 μg β-estradiol benzoate solution (Sigma, #E2758) on days 1, 4, and 7. Endometrial fragment transplantation was performed on day 8. After setting up the blank control group (CON, *n* = 10), EMs mice were randomly divided into four groups (each group, *n* = 10). Except for the EMs group (*n* = 10), the three other groups were intraperitoneally injected with iron dextran (250 μg/g, Shanghai Yuanye Bio-Technology Co., Ltd, China, #9004-66-4) every 2 days for 3 consecutive weeks. On the second day after iron dextran intraperitoneal injection, two of the three groups were intraperitoneally injected with iron chelator deferoxamine mesylate (1 μg/g, MedChemExpress, USA, #HY-B0988) and VITE (50 μg/g, Solarbio, Beijing, China, #V8011) by gavage. Iron dextran treatment was stopped after three weeks, and deferoxamine mesylate and VITE intervention were extended for another week. The EMs group was treated with the same volume of normal saline by intraperitoneal injection and gavage. Twenty 12-week-old male Kunming mice were ordered in advance. Ten female mice from each group were selected for co-caged experiments. Daily citrulline feeding was initiated with males 1 week before co-caging, and males were pre-caged with females 1 day before co-caging to prevent mating. In the morning of the co-caging day, the female mice were administered with vaginal smears, and the female and male mice in the estrous period were co-caged with the ratio of one male mouse and two female mice in the evening. Sperm was found in vaginal smear the next morning considered to be successful for co-caged. Vaginal smears and co-caging were repeated until all female mouse vaginal smears see sperm. All female mice were sacrificed by ether anesthesia at no more than 18 days after the first female pregnancy. The mice's uterus was dissected, and the number of embryos in the uterus was counted.

Mice were intraperitoneally injected with pregnant horse serum gonadotropin (10 IU, Ningbo Sanseng Pharmaceutical Co., Ltd, Zhejiang, China). After 48 h, the mice were sacrificed under ether anesthesia, and then bilateral ovaries were removed. After stripping of ovarian adipose tissue, FF mixture was collected. EDTA free trypsin (0.25%, 1 ml, GIBCO, USA, #15050-065) was subsequently added, and then the mixture was placed in a 5% CO_2_ incubator at 37 °C for 30 min. Next, we filtered the FF mixture through a 70 μM cell strainer (BD Falcon, USA), and then centrifuged at 1000 rpm for 5 min. The supernatant was discarded, and the granulosa cells were obtained.

### Cell culture and viability measurements

KGN was obtained from Otwobio Biotech (Guangzhou) Inc. (China) and validated for authentication using the short tandem repeat (STR) method. KGN were maintained in Dulbecco’s modified Eagle’s medium (DMEM, HyClone, USA, #SH30022.01) medium (Invitrogen) containing 10% (*v*/*v*) fetal bovine serum and 1% (*v*/*v*) penicillin/streptomycin. Mouse granulosa cells and human granulosa cells were added with DMEM/F12 medium containing 10% (*v*/*v*) fetal bovine serum and 1% (*v*/*v*) penicillin/streptomycin, and volumes of medium added were adjusted for cell counts. After stimulation of indicated solution and inhibitors, the supernatant was removed and then rinsed thrice in phosphate-buffered saline (PBS, HyClone, #SH30256.01B). Approximately 110 μL of working solution containing 10 μL of cell counting Kit-8 (YOBIBIO, Shanghai, China, #U22-001A) and 100 μL of DMEM/F-12 were added into each well of 96-well plates. CCK8 cell proliferation assays were performed by measuring absorbance at 450 nm by using a microplate reader (Thermo Fisher, USA) after incubation at 37 °C for 1–4 h. Detailed grouping information is shown in Table S2. The specified inhibitors above include deferoxamine mesylate, Ferrostatin-1 (MedChemExpress, #HY-100579), Necrostatin-1 (#HY-15760), Z-VAD-FMK(#HY-16658B), and 3-methyladenine(#HY-19312).

### Chemiluminescence

ROS assay kit (#E004-1-1) of Nanjing Jiancheng Bioengineering Institute was used to detect the intracellular ROS level. The lipid peroxidation level was detected using a C11 BODIPY 581/591 fluorescent probe (#MX5211) from Shanghai Maokang Biotechnology Co., Ltd. Far-red Labile Fe^2+^ live cell dye (BioTracker, #SCT037) was used to detect Fe^2+^ level. All operations were performed according to the manufacturer’s instructions.

### Isolation of exosomes

Mouse granulosa cells were acclimated in DMEM/F12 without exosomes for 24 h, and then subjected to different interventions. No special treatment was provided to the control group (CON). The ferric citrate (FAC) group was treated with 100 μM ferric citrate. The deferoxamine mesylate (DFO) group was treated with ferric citrate (100 μM) and deferoxamine mesylate (100 μM). VE group was treated with ferric citrate (100 μM) and VITE (200 μM). All groups were cultured for 48 h. After the termination of incubation, centrifugation was carried out in steps at 4 °C and 300 × *g* for 10 min to remove cells and 3000 × *g* for 10 min to remove large cell debris. After centrifugation at 10,000 × *g* for 40 min, the supernatant was filtered through a 0.22 μM PVDF filter (Millipore, USA). Finally, centrifugation at 100,000 × *g* for 90 min, the supernatant was removed and resuspended in 200 μL of PBS to obtain the cell supernatant exosomes precipitation.

### Nanoparticle tracking analysis

Exosomes were diluted in PBS and analyzed using nanoparticle tracking analyzer (Particle Metrix, German, ZetaVIEW®). The instrument was equipped with a 405 nm excitation laser and pre-calibrated with a 100 nm PSL reference standard for the concentration of exosomes. All nanoparticle tracking analysis measurements used exactly the same camera settings and identical tracking parameters. The recommended parameters for extracellular vesicle detection are sensitivity of 85, shutter of 70, minimum brightness of 20, minimum size of 10, and maximum size of 200. Videos were captured at 30 frames per second and analyzed for size and concentration by using ZetaView software (Particle Metrix).

### RNA-sequencing analysis

The culture medium containing 20% EMFF or 20% COFF was added to KGN. Total RNA was isolated using TRIzol Reagent (Invitrogen, Breda, The Netherlands). mRNA was extracted from six replicate samples per group. The constructed mRNA libraries were QC qualified on the 2100 Bioanalyzer (Agilent, Beijing, China) and sequenced using Illumina HiSeq2500 (NEB, USA). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was conducted using the KEGG pathway database to explore the potential gene involved in ferroptosis and ferritinophagy. GSEA analysis was conducted using the GSEA database to further explore ferroptosis-related gene expression differences between EMFF and COFF group.

RNA sequencing of small RNA of exosomes from granulosa cells was done and analyzed. miRNAs of exosomes were extracted using the exoEasy Maxi kit (QIAGEN) and quantified using Qubit 2.0 (Life Technologies). The integrity was confirmed using Agilent 2100 TapeStation (Agilent). Small RNA sequencing was conducted using Illumina HiSeq 2500 with read lengths of 15–41 bp.

### Transmission electron microscopy

The cells to be observed were fixed with 2.5% normal glutaraldehyde in PBS, aspirated into the centrifuge tube, and centrifugated at 2000 rpm for 2 min. The fixative was discarded followed by a new fixative for electron microscopy, and the cells were observed under TEM (Hitachi).

Exosome samples were transferred into 200-mesh Formvar and carbon-coated copper grid (Ted Pella) and incubated for 1 min. After adsorption, the grid was rinsed with water, and the excess solution was removed. Grids were then stained with 1% phosphotungstic acid for 1 min, and the excess solution was cleared. Exosomes were observed by TEM (FEI Tecnai G2 Spirit BioTWIN) after drying at room temperature.

### Detection of follicular fluid-related indicators

Iron detection kit (#A039-1-1) was obtained from Nanjing Jiancheng Bioengineering Institute. The iron content in FF was detected using colorimetric method. The treated supernatant was collected in a microplate reader to detect the OD value of absorbance in each tube with an optical diameter of 0.5 cm and wavelength of 520 nm. Transferrin assay kit (#E-80TX) was obtained from Immunology Consultants Laboratory, Inc. The content of TF in FF was determined by the immunoperoxidase method. Hepcidin detection ELISA kit (#E4692-100) was obtained from Biovision (California, USA). All the above operations were performed according to the manufacturer’s instructions.

### Detection of ferroptosis-related indicators

GPX4 assay kit (CSB-EL009869HU) was obtained from CUSABIO (Hubei, China). Total GSH/oxidized glutathione assay kit (#A061-1) and MDA assay kit (#A003-4-1) were obtained from Nanjing Jiancheng Bioengineering Institute. The above operations were performed according to the manufacturer’s instructions.

### Real-time qPCR

The mRNA transcript levels of TF, ferroportin1 (FPN1), FTL, FTH1, NCOA4, HERC2, ATG 5, and ATG7 in human granulosa cells were analyzed by RT-PCR. Primer sequences are described in Table S3. Total RNA was extracted using TRIzol reagent and quantified spectrophotometrically at 260 nm. Real-time PCR was performed using LightCycler® 480II (Roche, Basel, Switzerland). The qPCR protocol consisted of initial denaturation at 95 °C for 30 s, 40 cycles of amplification at 95 °C for 5 s, 60 °C for 30 s, and a final melting curve stage. mRNA levels were calculated using the 2-ΔΔCT method and normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) levels.

### Western blot analysis

Western blot analysis was performed according to the standard procedure to analyze the expression of FTH1 (1:1000, BOSTER, California, USA, #BM4487), NCOA4 (1:1000, Abcam, Cambridge, MA, USA, #ab86707), ATG5 (1:1000, BOSTER, #BA3525-2), β-actin (1:2000, Abcam, #ab8226), TP53 (1:1000, BOSTER, #BM4309), CD63 (1:1000, Abcam, #ab193349), CD9 (1:1000, Abcam, #ab92726), and GAPDH (1:1000, Shanghai Siding Biotechnology Co., Ltd., China, #SD0033).

### NCOA4-overexpressing and -silent

ADV6 and homo NCOA4 plasmids were obtained from Shanghai GenePharma Co., Ltd. (Shanghai, China). NCOA4-overexpressing KGNs were obtained by transfection of ADV6-Homo NCOA4 plasmid, and the results were confirmed by RT-PCR analysis. The RNA oligo (dT) of NCOA4 and GP-transfect-Mate transfection reagents were provided by Shanghai GenePharma Co., Ltd. The RNA oligo (dT) sequences are shown in Table S4. After configuration of the solution as per instructions, the solution was added dropwise to six-well plates containing KGN. NCOA4-silent KGN was finally obtained by examining mRNA after 24–72 h of transfection and protein levels after 48–96 h at 37 °C.

After 48 h of intervention with physiological concentrations of ferric citrate, NCOA4-overexpressing and -silent KGN were subjected to lipid peroxidation staining with C11 BODIPY 581/591 fluorescent probe, as described previously. DAPI staining solution (Beyotime, Shanghai, China, #C1005) was subsequently added to cover the cells for 3–5 min at room temperature. Finally, we removed DAPI and rinsed it thrice with PBS, and KGN was observed under a fluorescence microscope (OLYMPUS, Japan).

### Morphological observations of oocytes

The ovarian tissue was minced well and filtered through 100- and 40-μM mesh (BD Falcon), and cells in the upper 40-μM mesh were collected. Oocytes were obtained by resuspension in pre-warmed KSOM mouse embryo culture medium after centrifugation at 1000 rpm for 5 min. Subsequently, oocytes were seeded in 96-well plates and placed in an incubator at 37 °C with 5% CO_2_ and were intervened by exosomes from different groups above for 6 h. Oocyte morphology was observed microscopically and recorded. Investigators were blinded to the group allocation when assessing the results.

### Serum measurements

Mouse serum was detected using mouse E_2_ ELISA Kit (#E-90-96), FSH ELISA Kit (#E-86-96), and LH ELISA Kit (# E-85-96) from Genfine Biological Technology Co., Ltd (Beijing, China). The specific experimental procedures were performed according to the manufacturer’s instructions.

### Histological assessments

Ovarian tissue samples were fixed in 10% neutral formalin solution overnight, embedded in paraffin, and cut into 4-μM thick sections. Subsequently, the sections were stained with hematoxylin and eosin (H&E) according to standard protocols. Light microscopy was performed to observe the results and acquire images.

### Prussian blue staining and immunohistochemistry

All mouse ovarian specimens were fixed with 4% formaldehyde, embedded in paraffin, and cut into 5-μM thick sections. Following paraffin removal and dehydration, sections were incubated in 3% hydrogen peroxide for 30 min to quench endogenous non-specific peroxidase activity. For Prussian blue staining, slides were immersed for 15–25 min in a mixed solution of equal parts of 2% potassium ferrocyanide and 2% hydrochloric acid. For immunohistochemistry, operations were conducted following standard protocols. Samples were incubated with anti-GPX4 antibody (1:400, BOSTER, #BA3802-1) overnight at 4 °C and subsequently rinsed with PBS. Samples were then incubated with HRP-labeled anti-rabbit/mouse secondary antibody (Shanghai WellBio technology Co., Ltd., China, #WB0177 / #WB0176) for 45 min at 37 °C. Finally, all slides were incubated with 3,3-diaminobenzidine tetrahydrochloride (Maxim, China) for 6 min and counterstained with hematoxylin. After absolute ethanol dehydration and neutral gum sealing, the specimens were observed and photographed under a microscope (Leica, German).

### Statistical analyses

Data were analyzed using GraphPad Prism software (v.8.1.2, La Jolla, CA, USA). Analysis was performed using Student’s *t* test between two groups and one-way ANOVA among three or multiple groups. We statistically compared the similar variances between the groups as well. All analyses were conducted with SPSS 21.0 software. Statistical significance was considered at *P* < 0.05.

## Supplementary information

Supplementary Materials

## Data Availability

All sequencing profiles, including RNA-seq and miRNA-seq, were uploaded to GEO (GSE205494, GSE205579).

# Supplementary material for: Iron-overloaded follicular fluid increases the risk of endometriosis-related infertility by triggering granulosa cell ferroptosis and oocyte dysmaturity
**Source:** Cell Death Dis. 2022 Jul 4;13(7):579. doi: 10.1038/s41419-022-05037-8
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary Material**

**Inclusion and exclusion criteria**

The inclusion criteria for patients with EMs-related infertility were pathological diagnosis of EMs with the absence of natural conception for more than 1 year without contraception and with normal routine semen analysis (according to the Kruger criteria) of the spouse male. The key inclusion criteria for control group were women undergoing assisted reproduction caused by spouse male infertility. The male infertility diagnosis standard was based on the *World Health Organization standardized examination and diagnosis manual for male infertility*.

The key exclusion criteria were the presence of disorders of ovulation such as polycystic ovary syndrome, adenomyosis, hyperthyroidism, systemic lupus erythematosus, or other autoimmune diseases, immunodeficiency virus infection or any active infection, infertility of tubal factors, use of hormonal or anti-inflammatory medications within 3 months prior to presentation, contraindications to any ovarian stimulation treatment, smoking, and absence of historical data.

**Supplementary Tables**

**Supplementary Table 1. Diet composition in three groups**

| **Composition and proportion** | **Standard iron diet** | **Low iron diet** | **High iron diet** |
| --- | --- | --- | --- |
| Casein | 20.0% | 20.0% | 20.0% |
| Corn starch | 15.0% | 15.0% | 15.0% |
| Sucrose | 50.0% | 50.0% | 49.2% |
| Cellulose | 5.0% | 5.0% | 5.0% |
| Corn oil | 5.0% | 5.0% | 5.0% |
| Normal iron ore material | 3.5% | / | 3.5% |
| Iron-deficient minerals | / | 3.5% | / |
| Ferrous sulfate | / | / | 0.79% |

**Supplementary Table 2. Cell viability measurement grouping**

| **Group** | **Intervention** |
| --- | --- |
| CON | DMEM / F12 medium |
| COFF | 20% control FF |
| EMFF | 20% FF in EMs-related infertility (EMFF) |
| EMFF+DFO | 20% EMFF + Deferoxamine (100 μM) |
| EMFF+FER | 20% EMFF + Ferrostatin-1 (60 nM) |
| EMFF+NEC | 20% EMFF + Necrostatin-1 (0.5 μM) |
| EMFF+ZDF  EMFF+ME | 20% EMFF + Z-DEVD-FMK (20 μM)  20% EMFF + 3-Methyladenine (0.5 μM) |

**Supplementary Table 3. Primers of real-time qPCR**

| **Primer** |  | **Primer sequences（5'-3')** |
| --- | --- | --- |
| TF-human | Forward Primer | GGTGGCAGAGTTCTATGGGTC |
|  | Reverse Primer | ACAGTAAAGTAAGCCTATGGGGA |
| FPN1-human | Forward Primer | TGGATGGGTTCTCACTTCCTG |
|  | Reverse Primer | GTCAATCCTTCGTATTGTGGCAT |
| FTH1-human | Forward Primer | CAGAACTACCACCAGGACTCA |
|  | Reverse Primer | CACATCATCGCGGTCAAAGT |
| FTL-human | Forward Primer | CCAGCACCGTTTTTGTGGTT |
|  | Reverse Primer | CAATTCGCGGAAGAAGTGGC |
|  | Reverse Primer | TCCTAGTGTGTGCAACTGTCC |
| ATG7-human | Forward Primer | CCAGAAAGGAGGCATGGGAC |
|  | Reverse Primer | GCCTCACAGGATTGGAGTAGG |
| NCOA4-human | Forward Primer | ACAGTTGCATAAGCCGTCACC |
|  | Reverse Primer | TGAGCCTGCTGTTGAAGTGTC |
| HERC2-human | Forward Primer | GCGCTGTCTTTTGCCTTTG |
|  | Reverse Primer | AGGAACCTGGTCGCTCTCTC |
| GAPDH-human | Forward Primer | AAAATCAAGTGGGGCGATGC |
|  | Reverse Primer | TGGTTCACACCCATGACGAA |

**Supplementary Table 4. RNA oligo (dT) sequence**

| **Gene** | **Sequence** | |
| --- | --- | --- |
|  | **Sense (5'**–**3')** | **Antisense (5'**–**3')** |
| NCOA4-homo-105 | GGGCUGAACAGCAAAUUAATT | UUAAUUUGCUGUUCAGCCCTT |
| NCOA4-homo-1789 | GCAGCUUAAAGUUGAUAAATT | UUUAUCAACUUUAAGCUGCTT |
| NCOA4-homo-1551 | CUGGCAAACAGAAGUUUAATT | UUAAACUUCUGUUUGCCAGTT |
| Negative control | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT |

**Supplementary Figures**

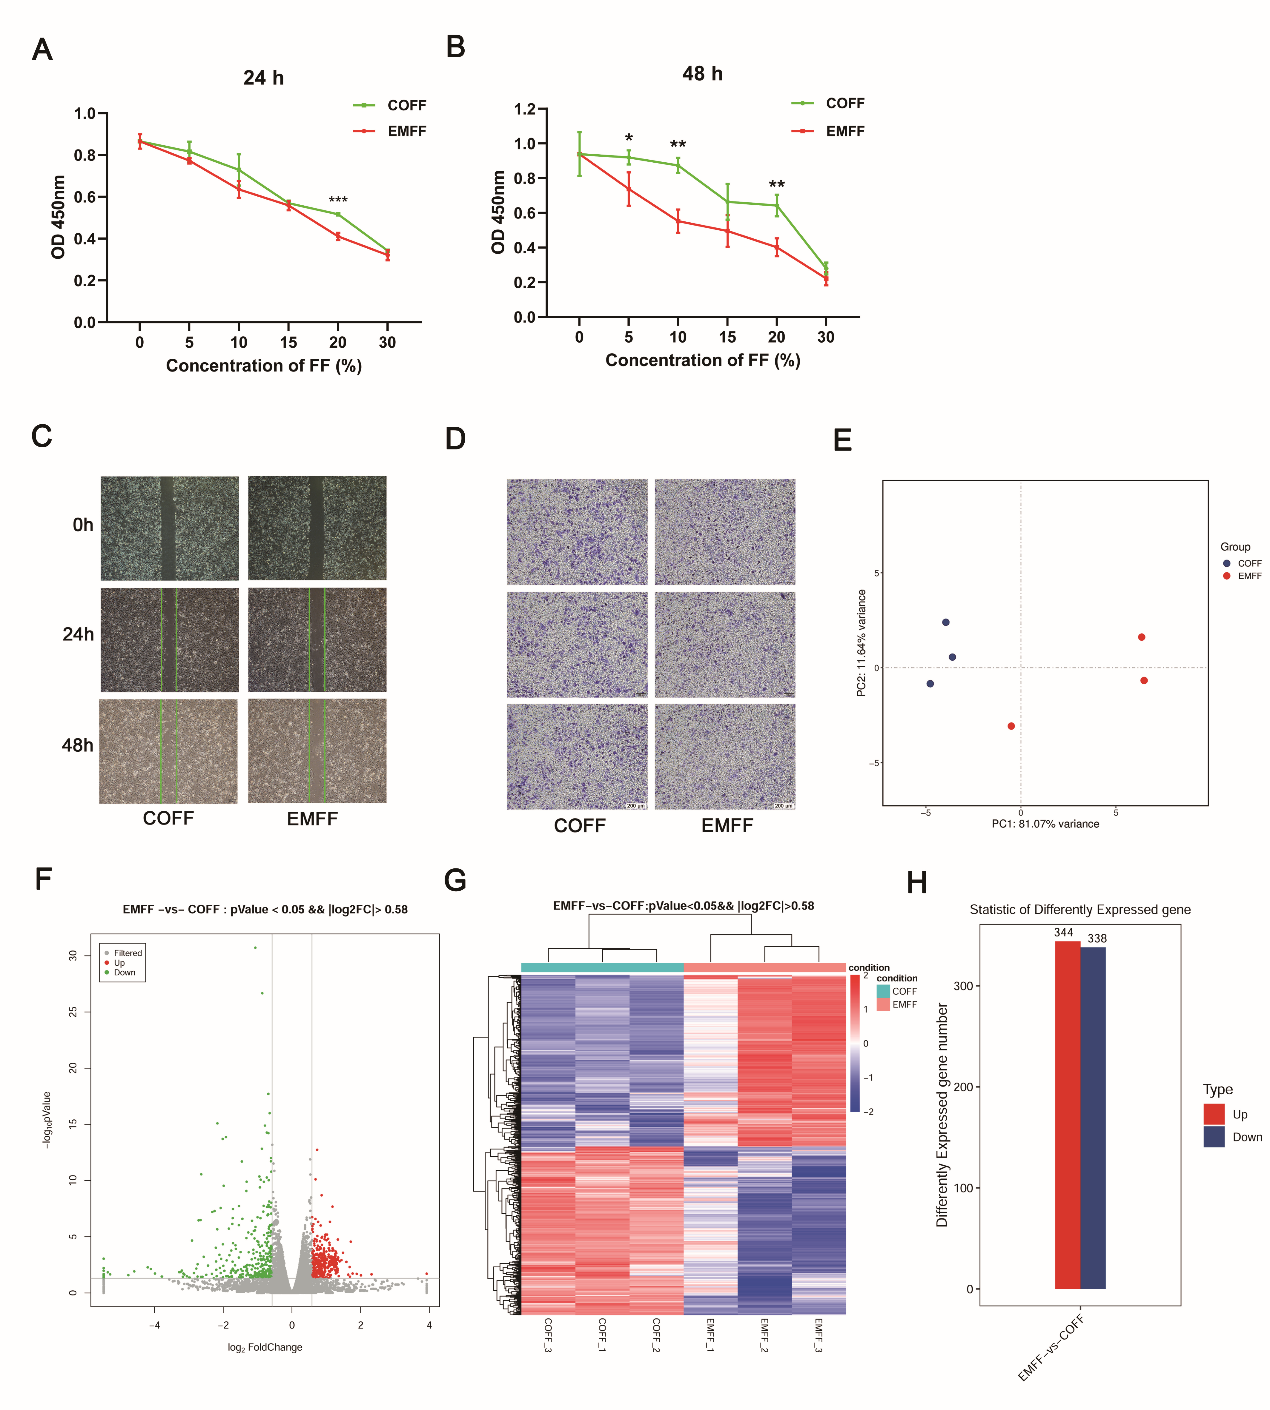

**Supplementary Figure 1**

**KGN treated with EMFF and COFF**. (A-B) KGN cell viability with 0%, 5%, 10%, 15%, 20%, and 30% EMFF and COFF treatment at 24 and 48 h. Data are expressed as means ± SD and analyzed by Student’s *t* test. **P* < 0.05, ***P* < 0.01, and ****P* < 0.001. (C-D) Representative pictures of scratch assay graphs and migration experiment graphs of KGN cells after COFF and EMFF intervention. Scale bar = 200 µm. (E) Principal component analysis plot between EMFF (*n* = 3) and COFF (*n* = 3). (F) Volcano plot of differentially expressed genes in the EMFF and COFF group (differential fold > 1.5, *P* <0.05). The horizontal axis is log_2_ (fold change), and the vertical axis is the – log_10_p-value. (G) Heatmap of differential genes in KGN treated with COFF (*n* = 3) and EMFF (*n* = 3). (H) Statistical histogram of differentially expressed genes between the COFF and EMFF group.

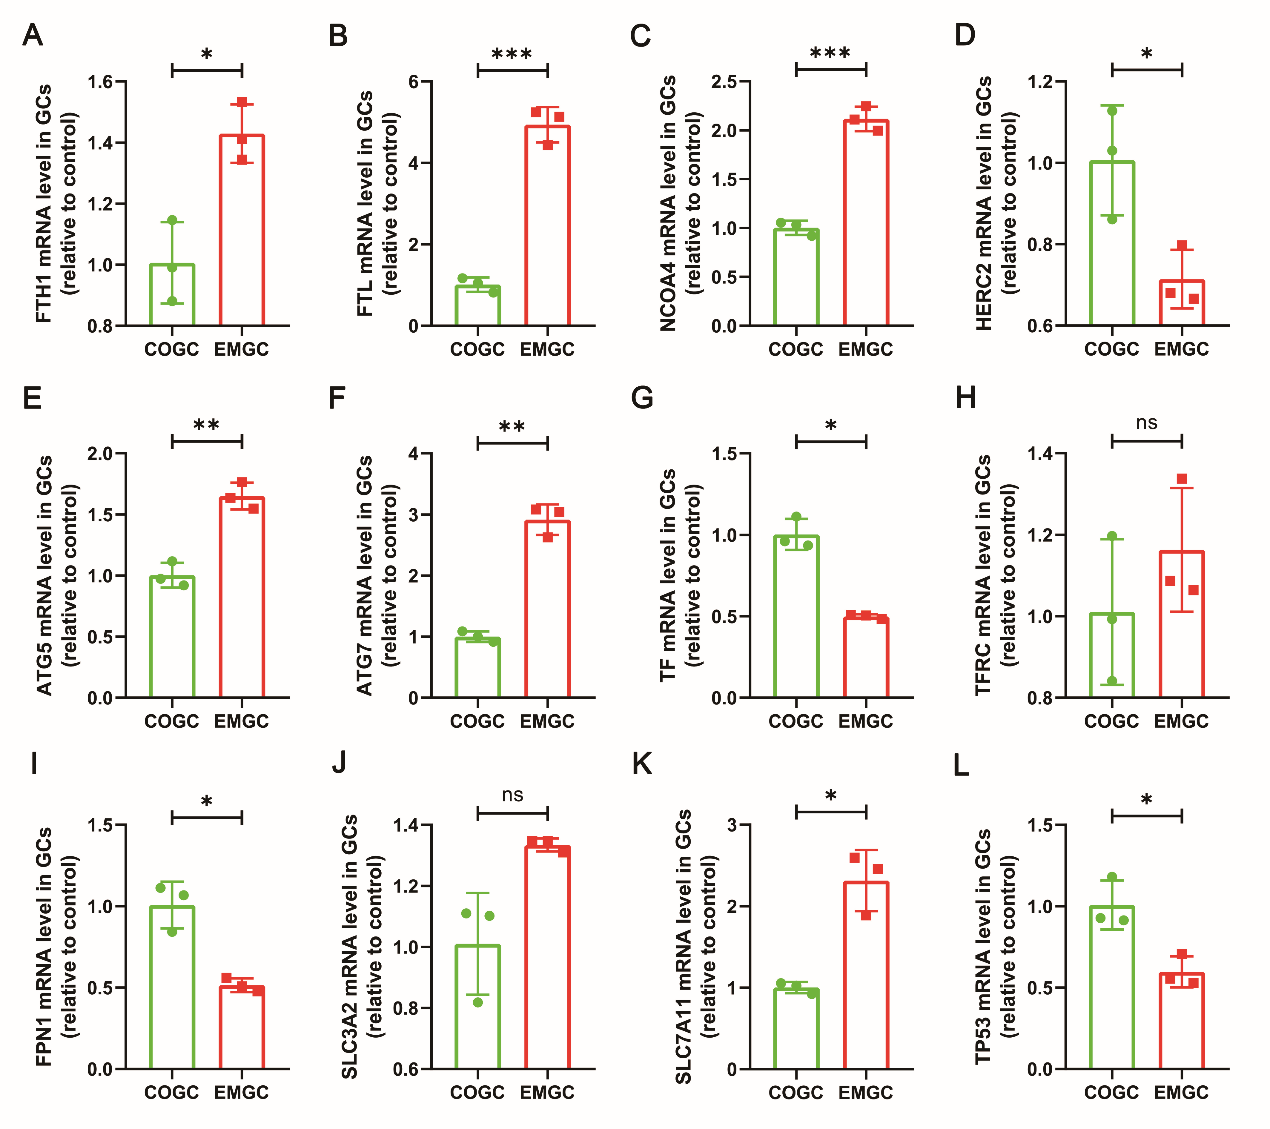

**Supplementary Figure 2**

**The mRNA levels of ferroptosis and ferritinophagy-related proteins in granulosa cell from EMs-related infertile patients and the control group.** Data are expressed as means ± SD and analyzed by Student’s *t* test (*n* = 3). **P* < 0.05, ***P* < 0.01, ****P* < 0.001, and ns, no significance.

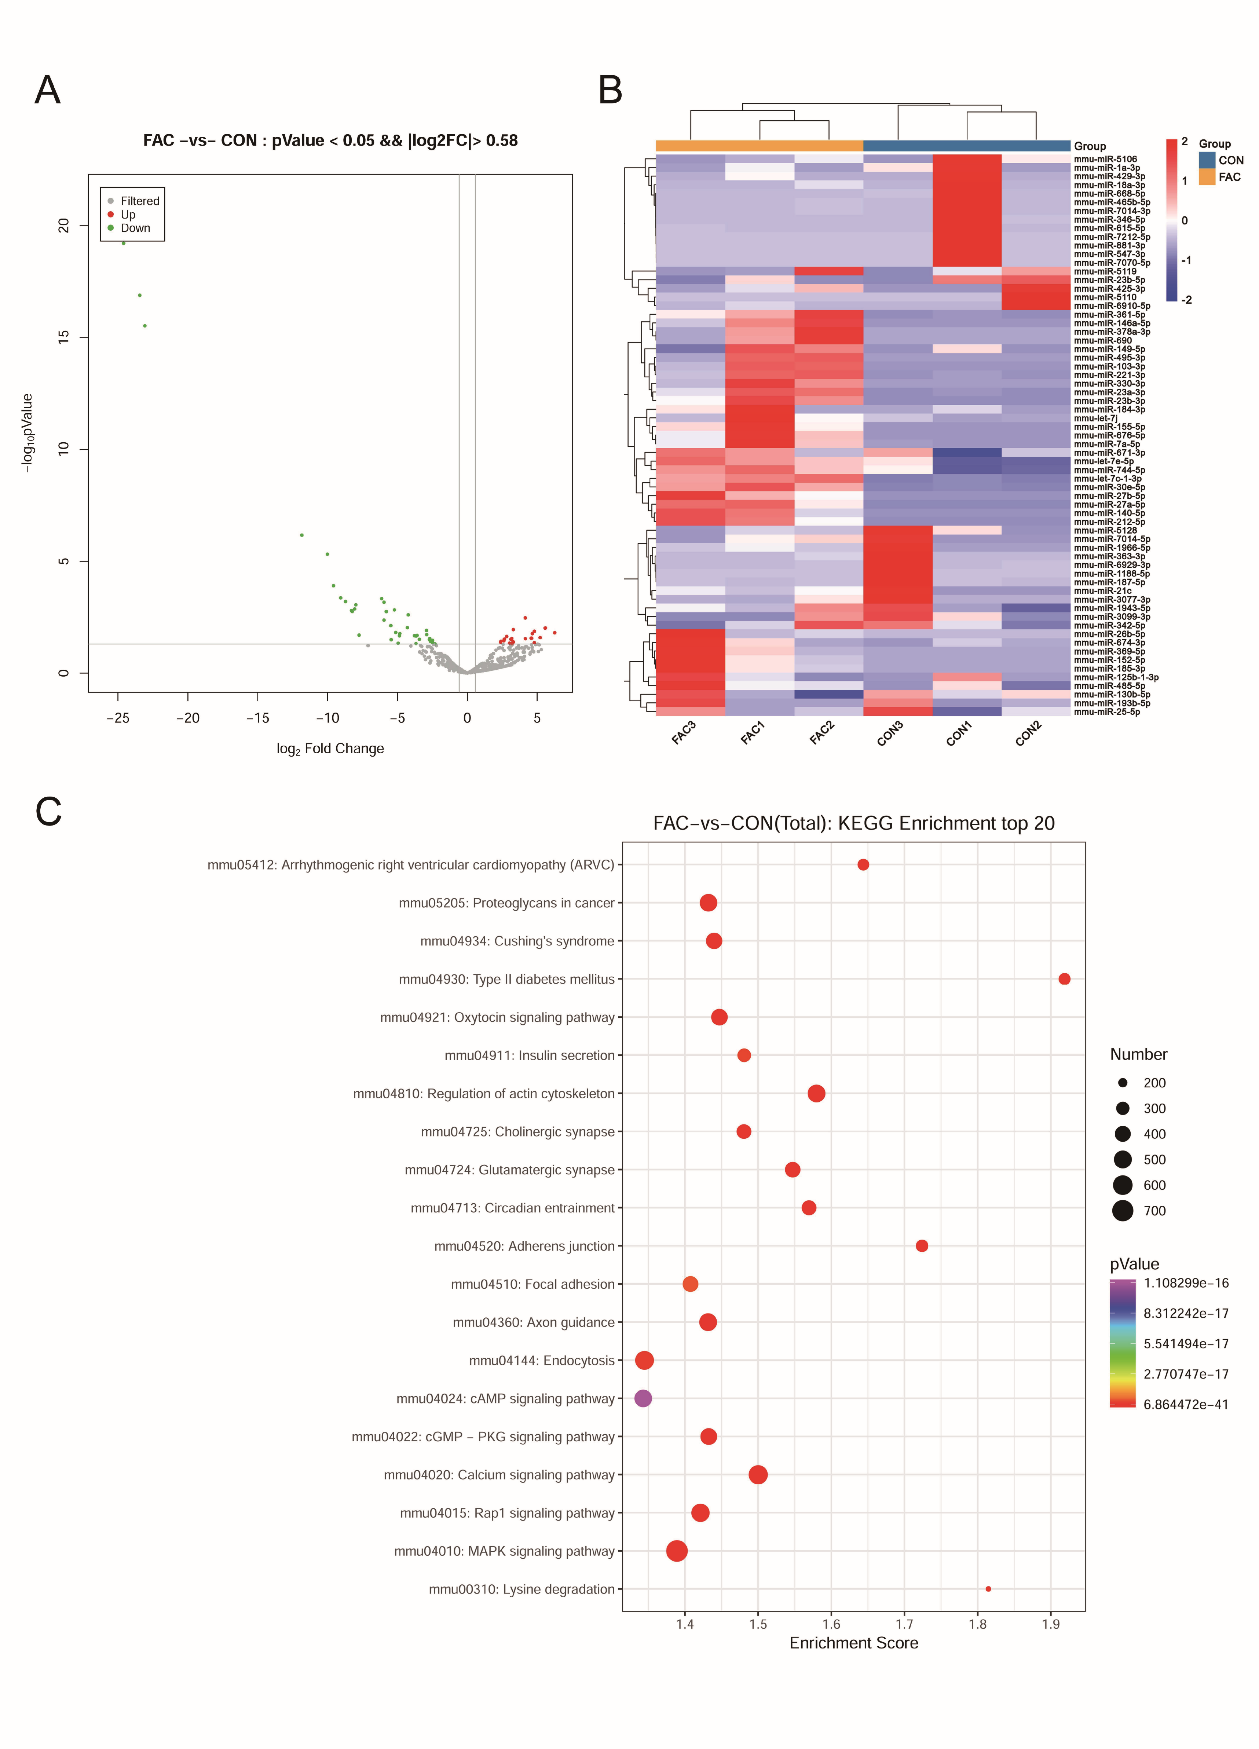

**Supplementary Figure 3**

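Of the 65 miRNAs labelled in the heatmap of this comparison, 23 had a higher mean CPM in the FAC group and 42 a higher mean in the CON group. The labels were read by eye, and single names may be misread. For 26 of the 65, all 3 libraries of 1 group had at most 3 counts, so that their fold change is a lower bound. Among the 52 miRNAs past the paper's threshold in edgeR's quasi-likelihood test, this held for 11. Scaled to total miRNA counts without edgeR's TMM factor, 52 miRNAs were past the threshold as well, 23 higher and 29 lower in FAC.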

**Differential miRNAs in exosomes of granulosa cell from ferric citrate intervention and control group.** (A) Difference volcano plot, in which grey indicates non-differential miRNAs, red indicates upregulated significant differential miRNAs, and green indicates downregulated significant differential miRNAs (differential fold > 1.5, *P* <0.05); X-axis shows the log_2_fold change, and the Y-axis shows the –log_10_p-value. 

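For 23 of the 65 miRNAs, more than 90% of the CPM of the higher group came from 1 library, and in 22 of these the higher group was CON. Among the 515 tested entries with a count in FAC or CON, this held for 226, and among the 52 miRNAs past the paper's threshold in edgeR for 14. The FAC and CON libraries did not overlap for 27 of the 65 miRNAs, where chance gives at most 10%, but the 65 were selected on these libraries and the number shows no stability.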

(B) Heatmap of differential miRNA expression between the CON group (*n* = 3) and the FAC group (*n* = 3). (C) Top 20 bubble plot of KEGG enrichment analysis of differential miRNA target genes between the CON and FAC group. Sort by –log_10_Pvalue corresponding to each entry. Each dot in the figure corresponds to a pathway; the smaller the p-value, the more color tends to red; larger dots indicate more genes in the pathway.

How the deposited data were processed for this re-analysis (not part of the article)

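Small RNA of exosomes from mouse granulosa cells was measured in 12 libraries, 3 in each of the CON, FAC, DFO and VE groups. Group and replicate were taken from the library labels, and doses and times from the paper's methods. The paper's other sequencing experiment was not analysed here.

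The authors deposited a table of raw counts for each library, the number of reads counted on each of 637 miRNA entries, without normalization. The authors also deposited a table of RPM values for each library, which their name calls TPM. The count divided by the RPM value gave the same total for every miRNA of a library, so no length enters these values. The adapter trimming, the aligner, the miRNA database, the genome build and the treatment of reads that match several miRNAs are not named in the paper's text. Its statistics section names general tests for 2 groups and for several groups, and the text does not say which test was used for the miRNAs. No genome build is named for these values, and no coordinates are given here.

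The main test was edgeR 4.0.16's quasi-likelihood test in R 4.3.3 on the counts, with TMM normalization, 1 fit of all 4 groups and the 547 entries with at least 10 counts over the 12 libraries. The paper's threshold of a fold change of at least 1.5 and a p under 0.05 was used. The paper does not say whether this p was adjusted, and it was taken as unadjusted. Benjamini-Hochberg adjustment was added. DESeq2 1.42.0 and limma 3.58.1 served as alternatives. Exact permutation tests, Wilson 95% intervals and the separation of the groups were computed in Python 3.11.15 with SciPy 1.17.1, NumPy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Distances between libraries used log2 CPM with a prior count of 2.

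Most miRNAs named with values in the text follow a rule set before the data were examined. It takes the paper's 14 miRNAs and, in each comparison with FAC, up to 3 miRNAs in each direction with the smallest p among those with an adjusted p under 0.05 and no overlap between the libraries of the 2 groups. Named outside this rule, after the values were seen, were the 5 miRNAs past the threshold in all 3 comparisons that are not among the paper's 14, and the other arms of the hairpins of miR-23a, miR-23b and miR-221. The alternatives set before the data were examined were DESeq2's median-of-ratios (RLE) factors, total counts without a composition factor, DESeq2 on all libraries or on the 2 compared groups, no filter, the filterByExpr filter, at least 10 counts in every library, edgeR on the 2 compared groups only, the replicate number as a block, limma on log2(RPM + 1) and on log2(RPM + 0.1), counts thinned to the smallest library's 452021, other fold thresholds and leaving out each library in turn. Scaling to the library read totals and division of the counts by the lowest mode were added after the data were seen.

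A further search was made after the data were seen and was guided by the paper's numbers. In it, 11 runs of DESeq2 and edgeR, with 7 different settings, were each compared with the paper's numbers of differential miRNAs and with its lists. Of these 7 settings, 1 had been set before the data were examined and 6 were added. DESeq2 on the 2 compared groups without the Cook's distance filter stood out because it came closest to the paper's numbers. All 7 settings are reported, and none of them is known to be the paper's method.

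The lowest mode of a library was the highest peak of a kernel density of log2 counts between 10 and 500 with a bandwidth of 0.18. These settings were chosen after the counts had been seen, and a range of 6 to 1500 counts moved the mode in 0 libraries. Neither range could find a peak under 6 counts. The replicate numbers come from the library labels, and neither the labels nor the paper's text says that same-numbered libraries were prepared together. No pair of the 66 pairs of libraries had counts within sampling noise, since the smallest chi-square per degree of freedom was 155.7. Amplified reads are not independent molecules, so this check could not find repeat libraries made from 1 sample. Each library was counted as 1 replicate on the basis of its label.

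The tests were tested on simulated counts for the 547 tested entries, of which 200 were changed by 3 on the log2 scale. At a low spread between replicates, edgeR found 175 of the 200 (87.5%) at an adjusted p under 0.05 and called 7 unchanged entries. At the spread of these libraries it found 9 (4.5%) and called 0 unchanged entries, and among the 80 abundant changed entries it found 10%. DESeq2 tested 542 of the entries, 198 of them changed, and at that spread found 26 (13.1%) and called 3 unchanged entries. The depth was 452021 to 7565362 counts per library, with a floor of 3 counts, and the simulation did not vary it. Gene names and neighbours were taken from the RefSeq annotation of GRCm38.p6, and matching was extended to older names of miRNA genes after a first run. Target prediction and pathway enrichment were not repeated. The gene around 1 of the miRNA genes is not reported here.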

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

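Among the tests below, those of the library totals, of single libraries, of the lowest mode and of the DFO and VE groups were chosen only after the results were seen, and the others before.

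The miRNA share of the library total, which the paper does not report, was 24.7% on average in the FAC group and 3.28% in the CON group. The ratio of the mean library totals was 1.03, so depth differed little. Without the 10 most abundant miRNAs, the FAC to CON ratio of the shares was 8.38, so a few miRNAs do not carry the difference. With 1 library left out, the ratio was at least 6.31. The ratio of the mean lowest modes, a rough measure of amplification, was 0.72, with a wide overlap between the groups (20.3 to 197 counts in FAC and 68.7 to 198 in CON). The DFO and VE groups also received ferric citrate, and their 6 libraries lay below the 3 FAC libraries (exact permutation test, two-sided, p = 0.0238). Their means of 12.6% and 12.0% lay above CON (exact permutation p = 0.1 for each, the smallest that 3 against 3 allow). This is what an effect of iron that is weakened by deferoxamine mesylate and VITE might give. However, the share cannot be told apart from differences in RNA input, in vesicle yield or in other small RNA of the libraries. These were not analysed here. The values show only that miRNAs made up a larger part of the reads, not that there were more of them.

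The number of detected miRNAs was 392 on average in the FAC group and 272.3 in the CON group, a difference of 119.7 (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). FAC replicate 3 had 299, within the range of the other groups. At equal numbers of reads the difference was 72.67 (exact permutation p = 0.4). With counts expressed in units of the lowest mode and equal numbers of 3535 units, it was -0.4133 (112.1 in FAC and 112.5 in CON). With 3535 reads in place of units, a control added after the results were seen, it was 7.713 (exact permutation p = 0.3), so thinning to so few took away most of the difference without the unit. The test therefore does not show whether more starting molecules in FAC gave the larger number. The unit rests on the lowest mode, whose definition was set after the counts had been seen.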

How the results depend on the processing

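The counts of other splits of the libraries were tested only after the results were seen. In edgeR's quasi-likelihood test, 52, 67, 51, 42, 57 and 65 miRNAs were past the paper's threshold in FAC vs CON, FAC vs DFO, FAC vs VE, DFO vs CON, VE vs CON and DFO vs VE. At an adjusted p under 0.05, 1, 5, 2, 3, 11 and 8 were. In all 3 comparisons with FAC 9 were past the threshold, 4 of them among the paper's 14, and 37 of the paper's 65 were past it in FAC vs CON. A count is named below where an alternative changed it by more than 1.5 times, and the cause was not tested unless a value is given for it. Without a fold threshold or with a fold of at least 2, the numbers past the threshold stayed within that range.

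With DESeq2's median-of-ratios (RLE) factors in the edgeR fit, the number with an adjusted p under 0.05 was 16 in FAC vs CON, 12 in FAC vs DFO and 5 in FAC vs VE. Scaled to total miRNA counts alone, the number with an adjusted p under 0.05 was 2 in FAC vs CON and 0 in DFO vs CON. Unadjusted, 39 in DFO vs CON had a p under 0.05. There, 1 of the paper's 14 miRNAs was among the shared ones. In a DESeq2 fit of all 12 libraries, the number with an adjusted p under 0.05 was 21 in FAC vs CON, 40 in FAC vs DFO, 17 in FAC vs VE, 13 in DFO vs CON, 18 in VE vs CON and 28 in DFO vs VE. In DESeq2 fits of the 2 compared groups at default settings, the number past the paper's threshold was 106 in FAC vs DFO and 78 in FAC vs VE. The number with an adjusted p under 0.05 was 5 in FAC vs CON, 52 in FAC vs DFO, 29 in FAC vs VE, 6 in DFO vs CON, 26 in VE vs CON and 41 in DFO vs VE. There, 11 of the paper's 14 miRNAs were among the shared ones. Without a filter on low counts, the number with an adjusted p under 0.05 was 4 in FAC vs VE. Under edgeR's filterByExpr filter, the number past the paper's threshold was 36 in VE vs CON. At an adjusted p under 0.05 the number was 0 in FAC vs CON, 0 in FAC vs VE, 0 in DFO vs CON, 2 in VE vs CON and 1 in DFO vs VE. Unadjusted, 36 in FAC vs CON, 36 in FAC vs VE and 31 in DFO vs CON had a p under 0.05. There, 24 of the paper's 65 miRNAs passed in FAC vs CON. Among miRNAs with at least 10 counts in every library, the number past the paper's threshold was 30 in FAC vs CON, 42 in FAC vs DFO, 12 in FAC vs VE, 15 in DFO vs CON, 16 in VE vs CON and 19 in DFO vs VE. After Benjamini-Hochberg adjustment the number with p under 0.05 was 8 in FAC vs CON, 27 in FAC vs DFO, 0 in FAC vs VE, 0 in DFO vs CON, 0 in VE vs CON and 2 in DFO vs VE. Unadjusted, 12 in FAC vs VE, 15 in DFO vs CON and 16 in VE vs CON had a p under 0.05. There, 1 of the paper's 14 miRNAs was among the shared ones and 11 of the paper's 65 miRNAs passed in FAC vs CON. In edgeR fits of the 2 compared groups, the number past the paper's threshold was 25 in DFO vs CON. With adjustment, the number with p under 0.05 was 6 in FAC vs CON, 10 in FAC vs DFO and 20 in DFO vs VE. After each library was thinned to 452021 counts, the number past the paper's threshold was 38 in DFO vs VE. With adjustment, the number with p under 0.05 was 9 in FAC vs CON, 15 in FAC vs DFO, 0 in DFO vs CON and 2 in VE vs CON. Unadjusted, 36 in DFO vs CON had a p under 0.05. 

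With the replicate number as a block, the number past the paper's threshold was 32 in FAC vs VE, 23 in DFO vs CON, 36 in VE vs CON and 38 in DFO vs VE. The number with an adjusted p under 0.05 was 2 in FAC vs CON, 3 in FAC vs DFO, 0 in DFO vs CON and 2 in VE vs CON. Unadjusted, 23 in DFO vs CON had a p under 0.05. There, 24 of the paper's 65 miRNAs passed in FAC vs CON. Same-numbered libraries deviated together with a mean r of 0.00421 over 18 pairs, against -0.00202 over 36 different-numbered pairs. A call lost under the block is therefore not described as a weaker effect.

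Values relative to the library read totals keep the difference in miRNA share between groups. For limma on log2(RPM + 1), the number past the paper's threshold was 195 in FAC vs CON, 123 in FAC vs DFO, 103 in FAC vs VE, 84 in DFO vs CON, 97 in VE vs CON and 33 in DFO vs VE. At an adjusted p under 0.05 the number was 114 in FAC vs CON, 18 in FAC vs DFO, 0 in FAC vs VE, 12 in DFO vs CON and 0 in DFO vs VE. Unadjusted, 103 in FAC vs VE and 33 in DFO vs VE had a p under 0.05. There, 68 miRNAs were shared by all 3 comparisons with FAC, 8 of the paper's 14 miRNAs were among the shared ones and 22 of the paper's 65 miRNAs passed in FAC vs CON. For limma on log2(RPM + 0.1), the number past the paper's threshold was 192 in FAC vs CON, 115 in FAC vs DFO, 91 in FAC vs VE, 88 in DFO vs CON, 101 in VE vs CON and 33 in DFO vs VE. After Benjamini-Hochberg adjustment the number with p under 0.05 was 122 in FAC vs CON, 14 in FAC vs DFO, 19 in DFO vs CON, 25 in VE vs CON and 0 in DFO vs VE. Unadjusted, 33 in DFO vs VE had a p under 0.05. There, 52 miRNAs were shared by all 3 comparisons with FAC and 23 of the paper's 65 miRNAs passed in FAC vs CON. Scaled to the library read totals, the number past the paper's threshold was 159 in FAC vs CON, 81 in FAC vs VE, 93 in DFO vs CON and 118 in VE vs CON. The number with an adjusted p under 0.05 was 89 in FAC vs CON, 15 in FAC vs DFO, 6 in FAC vs VE, 17 in DFO vs CON and 0 in DFO vs VE. Unadjusted, 53 in DFO vs VE had a p under 0.05. There, 29 miRNAs were shared by all 3 comparisons with FAC and 23 of the paper's 65 miRNAs passed in FAC vs CON. This scaling was chosen after the data were seen. The median log2 fold change between FAC and CON of the 102 miRNAs with at least 10 counts in every library was -0.14 with TMM, 0.17 with total counts, -0.31 with RLE factors and 3.08 with library read totals. Between FAC and DFO, FAC and VE, DFO and CON, and VE and CON, the median with library read totals was 1.54, 1.31, 1.66 and 1.94. Directions of differential miRNAs therefore hold relative to the other miRNAs of a library. Of the miRNAs past the threshold, 25% were higher in FAC vs CON with TMM, 44.2% with total counts and 100% with library read totals. In FAC vs VE these shares were 47.1%, 61.2% and 91.4%. In DESeq2, the share in FAC vs VE was 76.7% on all groups and 73.1% on the 2 compared groups. In FAC vs CON it was 44.4% and 43.4% in these DESeq2 fits, and 16.4% with RLE factors in edgeR. The shares therefore depended on the test used as well as on the scaling. With library read totals, 89.3% were higher in FAC vs DFO, 96.8% in DFO vs CON and 89.0% in VE vs CON, against 38.8%, 35.7% and 31.6% with TMM. With RLE factors, 17.2% were higher in VE vs CON and 67.6% in DFO vs VE, against 31.6% and 55.4%.

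With counts divided by the lowest mode of each library, the number past the paper's threshold was 105 in FAC vs DFO, 27 in DFO vs CON and 24 in VE vs CON. At an adjusted p under 0.05 the number was 14 in FAC vs CON, 46 in FAC vs DFO, 0 in FAC vs VE, 1 in DFO vs CON, 0 in VE vs CON and 4 in DFO vs VE. Unadjusted, 62 in FAC vs VE and 24 in VE vs CON had a p under 0.05. There, 22 miRNAs were shared by all 3 comparisons with FAC. This unit was also chosen after the data were seen.

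The next settings belong to the search of 11 runs that were compared with the paper's numbers after the data were seen. Without the Cook's distance filter in DESeq2 fits of the 2 compared groups, the number past the paper's threshold was 125 in FAC vs DFO, 93 in FAC vs VE and 89 in VE vs CON. After Benjamini-Hochberg adjustment the number with p under 0.05 was 18 in FAC vs CON, 63 in FAC vs DFO, 44 in FAC vs VE, 15 in DFO vs CON, 38 in VE vs CON and 60 in DFO vs VE. There, 14 miRNAs were shared by all 3 comparisons with FAC, 13 of the paper's 14 miRNAs were among the shared ones and 63 of the paper's 65 miRNAs passed in FAC vs CON. Under a mean dispersion in those fits, the number past the paper's threshold was 84 in FAC vs VE and 100 in DFO vs VE. With adjustment, the number with p under 0.05 was 6 in FAC vs CON, 21 in FAC vs DFO, 31 in FAC vs VE, 7 in DFO vs CON, 37 in VE vs CON and 56 in DFO vs VE. Under a local dispersion in those fits, the number past the paper's threshold was 81 in FAC vs CON, 122 in FAC vs DFO, 99 in FAC vs VE, 67 in DFO vs CON, 86 in VE vs CON and 111 in DFO vs VE. The number with an adjusted p under 0.05 was 27 in FAC vs CON, 72 in FAC vs DFO, 39 in FAC vs VE, 14 in DFO vs CON, 42 in VE vs CON and 67 in DFO vs VE. There, 9 of the paper's 14 miRNAs were among the shared ones. In DESeq2 on all 12 libraries without a count filter, the number with an adjusted p under 0.05 was 32 in FAC vs CON, 42 in FAC vs DFO, 20 in FAC vs VE, 14 in DFO vs CON, 20 in VE vs CON and 33 in DFO vs VE. Without the Cook's distance filter as well, the number past the paper's threshold was 93 in FAC vs CON, 108 in FAC vs DFO, 90 in FAC vs VE, 82 in DFO vs CON, 90 in VE vs CON and 105 in DFO vs VE. At an adjusted p under 0.05 the number was 42 in FAC vs CON, 56 in FAC vs DFO, 49 in FAC vs VE, 44 in DFO vs CON, 41 in VE vs CON and 60 in DFO vs VE. Under edgeR's exact test on the 2 compared groups, the number past the paper's threshold was 32 in FAC vs CON, 42 in FAC vs DFO, 27 in FAC vs VE, 14 in DFO vs CON, 22 in VE vs CON and 17 in DFO vs VE. After Benjamini-Hochberg adjustment the number with p under 0.05 was 0 in FAC vs CON, 0 in FAC vs DFO, 0 in FAC vs VE, 0 in DFO vs CON, 1 in VE vs CON and 0 in DFO vs VE. Unadjusted, 32 in FAC vs CON, 42 in FAC vs DFO, 27 in FAC vs VE, 14 in DFO vs CON and 17 in DFO vs VE had a p under 0.05. There, 0 miRNAs were shared by all 3 comparisons with FAC and 0 of the paper's 14 miRNAs were among the shared ones. 

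With each library of the 2 groups left out in turn, the number past the threshold ranged from 33 to 63 in FAC vs CON, 41 to 69 in FAC vs DFO, 25 to 61 in FAC vs VE, 27 to 40 in DFO vs CON, 32 to 52 in VE vs CON and 41 to 59 in DFO vs VE. The number with an adjusted p under 0.05 ranged from 0 to 17, 2 to 26, 0 to 9, 0 to 2, 2 to 10 and 1 to 9 in the same order, and the numbers past the threshold, which uses the unadjusted p, are those given before. Over the 12 fits that each left out 1 library, 2 to 27 miRNAs were shared by the 3 comparisons with FAC, 0 to 4 of them among the paper's 14. From 24 to 32 of the paper's 65 were past the threshold in FAC vs CON. The share of squared distances explained by FAC ranged from 10.6% to 16.28% (exact permutation p from 0.01212 to 0.2545), and it was 11.77% without the paper's 14 miRNAs (exact permutation p = 0.05). The difference in detected miRNAs ranged from 78.17 to 166.2 against CON and from 54.17 to 142.2 against the 9 other libraries (exact permutation p from 0.03636 to 0.1455). The difference in total miRNA counts between FAC and CON ranged from 4527100 to 5700100 counts and that in the miRNA share from 18.6 to 23.0 percentage points. At equal reads, the difference against the 9 others was 75.33 (exact permutation p = 0.09091). In equal units of the lowest mode, the difference in detected miRNAs was -0.4133 against CON and 3.05 against the 9 others (exact permutation p = 0.4818). With as few reads as units, a control added after the results were seen, it was 7.713 against CON (exact permutation p = 0.3) and 6.92 against the 9 others (exact permutation p = 0.1727).

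Among the named miRNAs, the log2 fold change between FAC and CON changed sign for mmu-miR-5119 (0.074 with limma on log2(RPM + 1), 0.76 on log2(RPM + 0.1) and 0.35 with library read totals), mmu-miR-485-5p (1.03, 1.11 and 1.06) and mmu-let-7b-5p (1.39, 1.39 and 1.37). It also did for mmu-miR-342-5p with library read totals (0.13) and for mmu-miR-1966-5p with limma on log2(RPM + 1) (0.11) and log2(RPM + 0.1) (1.67). The same miRNA reversed without CON replicate 3 (7.26), and over the 6 fits that left out a FAC or CON library it ranged from -5.26 to 7.26. Between FAC and DFO, the log2 fold change of mmu-let-7c-5p reversed to 0.049 with limma under both pseudocounts. In 1016 other cases the direction and the side of an adjusted p of 0.05 stayed as they were, 140 became stronger and 60 weaker.

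The 6 libraries of 2 groups can be split in 4 ways that part all 3 same-numbered pairs, and 1 of the 4, the real split, gave as many miRNAs past the threshold in FAC vs CON, FAC vs DFO, FAC vs VE, VE vs CON and DFO vs VE, and 3 of the 4 in DFO vs CON. For an adjusted p under 0.05, 2 of the 4 did in FAC vs CON, 1 in FAC vs DFO, 2 in FAC vs VE, 2 in DFO vs CON, 1 in VE vs CON and 1 in DFO vs VE. With 4 splits, no share under 0.05 can be reached. The 6 other splits of each comparison part 1 same-numbered pair and gave 20 to 47, 15 to 36, 15 to 35, 30 to 39, 32 to 39 and 26 to 46 miRNAs past the threshold in the order of the comparisons above. They gave 0 to 3, 0 to 3, 0 to 1, 0 to 3, 0 to 2 and 0 to 1 miRNAs with an adjusted p under 0.05. Of the paper's 65, 37 were past the threshold in the real split, which 1 of the 4 splits reached, and 15 to 20 in the 6 others, but the list was chosen on these libraries. Group labels were permuted within replicate number 100 times, the real labels included. In 16 of the 100, as many miRNAs as the 9 found were past the threshold in all 3 comparisons, with a median of 5 and up to 21. As many of the paper's 14 were in 1 of the 100, which shows no stability since they were chosen on the real labels.

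Depth limits the miRNAs near the floor of 3 counts, from 0.351 to 7.9 CPM. At the spread of these libraries, edgeR found 4.5% of all simulated changes of 3 on the log2 scale and 10% of those of abundant miRNAs, and DESeq2 23.8% of the latter. The simulation did not vary the depth.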

Differences from the paper's values

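Between FAC and DFO, 67 miRNAs were past the paper's threshold here, and the paper's number is about 120 in Fig. 4D, read by eye as the sum of the regions. Of the alternatives set before the data were examined, DESeq2 on all groups gave 85, DESeq2 on the 2 compared groups 106, limma on log2(RPM + 1) 123 and on log2(RPM + 0.1) 115, each within 1.5 times of it. The others did not, RLE factors, total counts, no filter, filterByExpr, at least 10 counts in every library, 2 groups only, the replicate block, thinned reads, both fold thresholds and each fit without 1 library among them.

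Between FAC and VE, 51 miRNAs were past the threshold here, and the paper's number is about 94 in Fig. 4D, read by eye. DESeq2 on the 2 compared groups gave 78, edgeR on the 2 compared groups 67, limma on log2(RPM + 1) 103 and on log2(RPM + 0.1) 91. None of the other alternatives set before the data were examined came within 1.5 times of it.

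In all 3 comparisons with FAC, 9 miRNAs were past the threshold here against the paper's 14, and 4 of the 9 are among the 14. RLE factors gave 12, DESeq2 on all groups 11, DESeq2 on the 2 compared groups 12, no filter 11, thinned reads 12 and the fit without CON replicate 3 12. The remaining alternatives set before the data were examined did not come within 1.5 times of the paper's number. Between FAC and CON, the 52 here were within 1.5 times of the paper's 65.

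After the data were seen, 11 runs with 7 different settings were compared with these numbers of the paper, in the order FAC vs CON, FAC vs DFO, FAC vs VE and shared. DESeq2 on the 2 compared groups at default settings, which had been set before, gave 53, 106, 78 and 12, with 11 of the paper's 14 and 50 of its 65. DESeq2 on all groups without a count filter gave 72, 87, 59 and 11 (6 of the 14 and 39 of the 65), and 93, 108, 90 and 13 without the Cook's distance filter as well (6 and 48). On the 2 compared groups without the Cook's distance filter, it gave 66, 125, 93 and 14 (13 and 63). With a mean dispersion these became 68, 92, 84 and 7 (6 and 53), and with a local dispersion 81, 122, 99 and 11 (9 and 53). The exact test of edgeR gave 32, 42, 27 and 0 (0 and 31). The setting closest to the paper was picked out of these 7 by that closeness, after the values were seen, and its closeness does not show that the paper used it. Apart from this search, scaling to the library read totals gave 159, 75, 81 and 29 (3 and 23), and counts in units of the lowest mode 69, 105, 62 and 22 (3 and 31), both also chosen after the values were seen.

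Of the paper's 14 miRNAs, 10 were not past the threshold in all 3 comparisons here. Among the alternatives set before the data were examined, DESeq2 on the 2 compared groups called 9 of these 10, mmu-miR-5128, mmu-miR-690, mmu-let-7c-1-3p, mmu-miR-23b-3p, mmu-miR-23a-3p, mmu-miR-221-3p, mmu-miR-140-5p, mmu-miR-369-5p and mmu-miR-26b-5p. RLE factors, DESeq2 on all groups, filterByExpr, at least 10 counts in every library, thinned reads and the fits without CON replicate 3 or FAC replicate 3 called mmu-miR-485-5p. Thinned reads called mmu-miR-5128, and edgeR on the 2 compared groups called mmu-miR-221-3p. DESeq2 on all groups called mmu-miR-140-5p and mmu-miR-26b-5p. limma on log2(RPM + 1) called mmu-miR-690, mmu-let-7c-1-3p, mmu-miR-23b-3p, mmu-miR-23a-3p, mmu-miR-221-3p, mmu-miR-140-5p, mmu-miR-369-5p and mmu-miR-26b-5p, and on log2(RPM + 0.1) mmu-miR-690, mmu-miR-23a-3p, mmu-miR-140-5p and mmu-miR-369-5p. Total counts, DESeq2 on all groups, edgeR on the 2 compared groups, thinned reads and the fits without CON replicate 2, CON replicate 3 or FAC replicate 3 called mmu-miR-23a-3p. The settings added after the values were seen also called some of the 10. DESeq2 on the 2 compared groups without the Cook's distance filter called all of them but mmu-miR-485-5p. With a local dispersion it called mmu-miR-485-5p, mmu-let-7c-1-3p, mmu-miR-23b-3p, mmu-miR-23a-3p, mmu-miR-221-3p, mmu-miR-140-5p and mmu-miR-369-5p, and with a mean dispersion mmu-miR-5128, mmu-miR-23a-3p, mmu-miR-140-5p and mmu-miR-369-5p. DESeq2 on all groups without a count filter, with and without the Cook's distance filter, called mmu-miR-485-5p, mmu-miR-23a-3p, mmu-miR-140-5p and mmu-miR-26b-5p. Scaling to the library read totals and counts in units of the lowest mode called mmu-miR-23a-3p, mmu-miR-23b-3p and mmu-miR-221-3p. Of the paper's 65, 28 were not past the threshold in FAC vs CON here. Of these, 26 were under at least 1 of the 12 alternatives set before the data were examined other than leaving out a library or changing the fold threshold, and 2 only under settings added after the values were seen. Of the 28, the number called was 3 under RLE factors, 3 under total counts, 13 under DESeq2 on all groups, 23 under DESeq2 on the 2 compared groups, 0 under no filter, 3 under filterByExpr, 2 under at least 10 counts in every library, 7 under edgeR on the 2 compared groups, 1 under the replicate block, 15 under limma on log2(RPM + 1), 16 under limma on log2(RPM + 0.1) and 2 under thinned reads. With a library left out, it was 2 without CON replicate 1, 1 without CON replicate 2, 2 without CON replicate 3, 1 without FAC replicate 1, 1 without FAC replicate 2, 2 without FAC replicate 3, 0 without DFO replicate 1, 0 without DFO replicate 2, 1 without DFO replicate 3, 1 without VE replicate 1, 0 without VE replicate 2 and 1 without VE replicate 3. Under the settings chosen after the values were seen, it was 16 under library read totals, 26 under DESeq2 on the 2 compared groups without the Cook's distance filter, 13 under DESeq2 on all groups without a count filter, 13 under DESeq2 on all groups without both filters, 19 under the mean dispersion, 19 under the local dispersion, 6 under edgeR's exact test and 6 under units of the lowest mode.

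The paper places mmu-miR-1966-5p among the miRNAs higher in FAC than in the other groups. Here its mean was 131.6 CPM in the CON group, from 1 library at 394.7 CPM, and 5.13 CPM in the FAC group, a log2 fold change of -4.67. It was higher in FAC than in CON with limma on log2(RPM + 1) (0.11), with limma on log2(RPM + 0.1) (1.67) and without CON replicate 3 (7.26).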

Other observations

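The tests of the next mode, of a minimum count, of abundance classes and of scaling were chosen only after the results were seen, and the others before. The other arms of the miR-23a, miR-23b and miR-221 hairpins are an exception, named after the values were seen. The lowest mode itself was defined after the counts had been seen, so the test of miRNAs at that mode also took its final form then.

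Between 10 and 500 counts, the highest peak of the counts of a library, the lowest mode, lay at 20.3 to 198 counts. In 9 of the 12 libraries, more miRNAs had a count under 0.5 of the lowest mode than around it (172 and 45 in CON replicate 3). Without values of 1 or 2 counts, this held only in CON replicate 2 (64 and 37), CON replicate 3 (86 and 45) and VE replicate 1 (50 and 47). The next mode lay at a median of 2.02 times the lowest mode over the 12 libraries, with single libraries from 1.85 to 2.71. Of the miRNAs at the lowest mode of a library, 60.4% had, in another library of the same group, a count under 0.5 of that other library's lowest mode. Differences between cultures or preparations would give this as well, since the common biological coefficient of variation was 1.57, so it does not single out an explanation. The tables hold 699 values of 1 or 2 counts, so no minimum count had been set, and these values and the others under the mode go against a fixed number of about 100 reads for each starting molecule. In RPM, the largest lowest mode was 9.57 times the smallest, which goes against classes of miRNA abundance. Amplification of single starting molecules may contribute to the counts at the mode, but it leaves the counts under it unexplained. Molecular identifiers were not analysed here, and no biological explanation was tested.

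Of the 52 miRNAs past the paper's threshold between FAC and CON, 16 stayed past it in all 6 fits that left out 1 FAC or CON library. More than 90% of the higher group's CPM was in 1 library for 14 of the 52 and 23 of the paper's 65, and for a larger part, 226 of 515, of the tested entries with a count in FAC or CON. The lists are therefore not richer in such miRNAs than the tested entries. However, the tested entries include many with few counts, and selection by p works against signal in 1 library. The comparison therefore does not show that the lists are free of this problem. For 22 of the 23, the higher group was CON, which had the higher mean for 42 of the 65. The cause of the loss of calls was not tested.

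In FAC, mmu-miR-23a-3p, mmu-miR-23b-3p and mmu-miR-221-3p were higher than in CON. Of the miRNAs from genes within 10 kb of theirs, 9 were tested and 9 were higher in FAC with TMM, where 63.6% of all tested entries were. In edgeR's quasi-likelihood test 0 of the 9 had an adjusted p under 0.05 and 1 had an unadjusted p under 0.05. The 9 are chosen as neighbours of miRNAs that were higher. In the same fit, the other arms of the 3 hairpins had log2 fold changes of -5.56 (mmu-miR-23b-5p), 4.76 (mmu-miR-23a-5p) and 4.74 (mmu-miR-221-5p), none with an adjusted p under 0.05 in edgeR. The unadjusted p in edgeR was 0.00274 for mmu-miR-23b-5p, 0.241 for mmu-miR-23a-5p and 0.229 for mmu-miR-221-5p. Lower in FAC, mmu-miR-23b-5p was past the paper's threshold, in the direction opposite to mmu-miR-23b-3p of the same hairpin. Matching of names was extended after a first run. A shared primary transcript may contribute to the higher levels, but it leaves the lower level of mmu-miR-23b-5p unexplained. The 20 bases shared by the miR-23a and miR-23b hairpins leave open that reads were counted on either miRNA.

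For mmu-let-7b-5p, lower in FAC than in CON with TMM, the log2 fold change per library read total was 1.37. Under this scaling the median log2 fold change of 102 common miRNAs was 3.08, so the change of sign follows from the scaling and does not decide between explanations. Relative to that median, mmu-let-7b-5p was lower in FAC under this scaling too. The 16 bases shared by the let-7b and let-7c-1 hairpins leave open how reads were split between let-7 copies.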
